# Postharvest chilling diminishes melon flavor *via* effects on volatile acetate ester biosynthesis

**DOI:** 10.3389/fpls.2022.1067680

**Published:** 2023-01-06

**Authors:** Huijun Zhang, Xiuxiu Zhu, Runzhe Xu, Yushu Yuan, Modesta N. Abugu, Congsheng Yan, Denise Tieman, Xiang Li

**Keywords:** melon, chilling, fruit flavor, volatile acetate esters, transcriptome, alcohol acyltransferase

## Abstract

In postharvest handling systems, refrigeration can extend fruit shelf life and delay decay *via* slowing ripening progress; however, it selectively alters the biosynthesis of flavor-associated volatile organic compounds (VOCs), which results in reduced flavor quality. Volatile esters are major contributors to melon fruit flavor. The more esters, the more consumers enjoy the melon fruit. However, the effects of chilling on melon flavor and volatiles associated with consumer liking are yet to be fully understood. In the present study, consumer sensory evaluation showed that chilling changed the perception of melon fruit. Total ester content was lower after chilling, particularly volatile acetate esters (VAEs). Transcriptomic analysis revealed that transcript abundance of multiple flavor-associated genes in fatty acid and amino acid pathways was reduced after chilling. Additionally, expression levels of the transcription factors (TFs), such as *NOR*, *MYB*, and *AP2*/*ERF*, also were substantially downregulated, which likely altered the transcript levels of ester-associated pathway genes during cold storage. VAE content and expression of some key genes recover after transfer to room temperature. Therefore, chilling-induced changes of VAE profiles were consistent with expression patterns of some pathway genes that encode specific fatty acid- and amino acid-mobilizing enzymes as well as TFs involved in fruit ripening, metabolic regulation, and hormone signaling.

## Introduction

Melon is one of the most important and popular horticultural crops worldwide because of its excellent flavor and rich nutrition (Pereira et al., 2018; Yano et al., 2020; Zhang et al., 2021). The unique flavor of melon fruit (*Cucumis melo* L.) is a sum of interactions among soluble sugars, acids, and various volatile organic compounds (VOCs). VOCs are critical contributors to fruit quality and consumer preference (Schwab et al., 2008). In climacteric melon, approximately 240 VOCs have been identified, including aldehydes, alcohols, terpenes, esters, and sulfur-containing aroma compounds (Beaulieu and Grimm, 2001; Fallik et al., 2001; El-Sharkawy et al., 2005; Kourkoutas et al., 2006; Obando-Ulloa et al., 2008; Gonda et al., 2016; Esteras et al., 2018). High levels of sulfur-containing compounds may cause undesirable aromas in melon fruit (Gonda et al., 2013). Volatile esters, generally described as fruity or floral-like, are the most abundant VOCs and make a positive contribution to melon flavor and consumer liking (Gonda et al., 2016; Esteras et al., 2018). In contrast, non-climacteric melons show a lack of esters (Aubert and Pitrat, 2006; Sangster et al., 2006; Obando−Ulloa et al., 2008).

The flavor-related VOCs are mostly derived from amino acid, fatty acid, and carotenoid precursors (Schwab et al., 2008; Klee and Tieman, 2018). Most of the VOCs in climacteric melon are esters derived from fatty acids and amino acids (Gonda et al., 2016). Multiple flavor-impacting genes have been identified in melon. In the fatty acid pathway, lipoxygenases (LOXs) are classified into two groups, including 9-LOX and 13-LOX, generating 9(*S*)- and 13(*S*)-hydroperoxides of linoleic and linolenic acid. Hydroperoxide lyases (HPLs) can catalyze 13(*S*)-hydroperoxides to generate corresponding C6 aldehydes (2017; Chen et al., 2004; Shen et al., 2014; Zhang et al., 2015; Zhang et al., 2017). Additionally, pyruvate decarboxylases (PDCs) are prominent enzymes and associate with the decarboxylation of keto-acids generating acetaldehyde, propanal, pentanal from their corresponding carboxylic acids (Wang et al., 2019). In the amino acid pathway, branched-chain amino transferases (BCATs) and aromatic amino transferases (ArATs) are involved in the initial step in the formation of amino acid-derived aldehydes (Gonda et al., 2010). Alcohol dehydrogenases (ADHs) can catalyze the reduction of aldehydes to generate alcohols (Speirs et al., 1998; Chen et al., 2016). Esters are the most important VOCs that contribute to melon flavor, and they are mainly derived from fatty acids and amino acids (Gonda et al., 2016). The most abundant esters include acetate, butyrate, hexanoate and benzoate esters of fatty acids and amino acids, with acyl-coenzyme A (2 carbons), butyryl-CoA (4 carbons), hexanoyl-CoA (6 carbons) and benzoyl-CoA (7 carbons) as the co-substrate, respectively. In the final step, alcohol acyltransferases (AATs) can catalyze the esterification of an acyl moiety from an acyl-CoA donor onto alcohol, to form the corresponding esters (Goulet et al., 2015; Peng et al., 2020). In addition to formation of esters, degradation is also an important step to balance ester levels in fruit. In tomato, carboxylesterases (CXEs) catalyze the removal of the ester group to release the corresponding alcohol (Goulet et al., 2012; Cao et al., 2019).

In addition to the biosynthetic enzymes directly involved in production of volatile esters, transcription factors (TFs) also play key roles in the biosynthesis of flavor-associated VOCs in fruit crops. *Colorless nonripening* (*CNR*) and *nonripening* (*NOR*) genes are important fruit development and ripening regulators in plants. In tomato, levels of the fatty acid-derived VOCs in the ripening *cnr* and *nor* mutants are substantially lower than those in the wild-type (Zhang et al., 2016; Gao et al., 2022). Hormones also play important roles in fruit VOC biosynthesis *via* impacting the expressions of VOC-associated genes (Jin et al., 2016). An ethylene-responsive AP2/ERF family member, CitERF71 was associated with volatile terpene synthesis by activating transcription of a terpene synthase gene (*CitTPS16*) in sweet orange (Li et al., 2017). An ERF#9-MYB98 complex is involved in furaneol production *via* transactivation of quinone oxidoreductase *FaQR* (Zhang et al., 2018). For flavor-associated esters, MYB and bZIP have been shown to interact with the promoters of ester-related AATs in apple and banana, respectively (Li et al., 2014; Guo et al., 2018). Additionally, recent research revealed a peach NAC transcription factor homologous to tomato NOR (*PpNAC1*), positively regulates ester biosynthesis *via* activation of *PpAAT1* (Cao et al., 2019). In melon, a ripening regulator, CmNOR involved in ethylene production also activates the production of esters (Santo Domingo et al., 2022).

Deterioration in fruit flavor quality has become a major cause of consumer dissatisfaction (Whiteside. 1977; Bruhn et al., 1991; Fernqvist and Hunter., 2012; Klee and Tieman, 2018; Colantonio et al., 2022). For example, modern commercial tomato varieties are generally substantially less flavorful than heirloom varieties. Human selection plays an important role in fruit flavor quality (Tieman et al., 2017; Klee and Tieman, 2018; Li et al., 2020). Fruit of wild melons have very thin light green flesh, are not sweet, are sometimes bitter and without aroma. In contrast, domesticated melon cultivars have larger fruit, non-bitter and thicker flesh, with considerably improved flavor (Pitrat, 2013). In terms of cultivated melons, postharvest handling and the retail system seem to be major contributors to poor fruit flavor. For example, heat treatment changes the aroma profiles of melons, causing a reduced “fresh” aroma as well as increased unpleasant “sulfurous” and “fermented” aroma (Yu et al., 2021). Additionally, total volatiles in melon juice are reduced significantly after 10°C storage for 20 d (Sun et al., 2022). In tomato, chilling results in loss of fruit flavor through impacting various flavor-associated VOCs (Zhang et al., 2016). Different fruit have different suites of VOCs, which contribute to their unique flavor. Thus, understanding how postharvest handling affects the flavor of different fruits is an important step to restore and maintain superior fruit flavor.

The aim of the present work is to study the effect of cold storage on melon fruit flavor quality and VOCs associated with human preference and to understand molecular mechanisms responsible for flavor loss in the chilled climacteric background of melon. Here, comprehensive metabolomic and transcriptomic analyses were performed in melon fruit. Altered flavor-associated VAEs in response to chilling and following a recovery period were associated with expression changes of some key pathway genes and multiple TFs, particularly ripening-related TFs.

## Materials and methods

### Melon materials

Melon ‘HT’ (Huai Tian No. 1, a climacteric cultivar of oriental melon, *Cucumis melon* var. *Makuwa* Makino) fruit were grown in a greenhouse on the Huaibei Normal University campus in Huaibei, China. Fruits were harvested at the ripe stage (30 days after pollination). Fruits of uniform size and without mechanical damage were selected, washed and dried at room temperature.

### Fruit treatment

Fruit treatment was performed as described by Zhang et al. (2016). Briefly, melon fruits were divided into three groups: (A) stored at 4°C for 7 d (without chilling injury), and then transferred to room temperature (~22°C) for 1 d; (B) held at 4°C for 8 d until use (without chilling injury); (C) harvested on day 8 (8 d after the fruits of first two groups). Three replicates of each group were performed, and each replicate has three fruits.

### Consumer preference test and analysis

A triangle test was performed according to the method described previously (Radovich et al., 2004). The test consisted of 58 untrained panelists, including twenty-eight males and thirty females, aged 20-45 years. Panelists were not trained but received instructions regarding the evaluation procedure. Panelists were presented with three samples of chilled (Group B) or unchilled (Group C) fruit, two were identical, and one was different. The samples were assigned blinding codes and randomized before testing. Panelists were instructed to identify the odd sample among the three by tasting all in the order presented. Panelists were provided with bottled water and sugar-free biscuits for palate cleansing, which they used between samples. Finally, they were asked to comment on the flavor and taste variation observed. The critical number of correct and incorrect responses for significance analysis was determined as described by Civille and Carr (2015). A binomial test was used to test for significance based on the correct number of accessors (Lawless and Heymann, 2010). The number of correct responses greater or equal to 27 of 60 panelists was considered a significant difference. Ambiguous responses were removed from the data. A plot of the frequency of the flavor descriptors for the chilled and unchilled fruit were obtained using the ggplot2 package in R (Wickham, 2016).

### Volatile analysis by gas chromatograpghy-ion mobility spectrometry

GC-IMS is a powerful technique for the separation and sensitive detection of VOCs and is widely used to analyze VOC changes during food storage (Wang et al., 2020). To investigate the volatile changes of HT1 melon cultivar during cold storage, the analysis of volatile fingerprints was performed on an HS-GC-IMS system (FlavourSpec^®^ Gesellschaft für Analytische Sensorsysteme mbH, Dortmund, Germany) as described by Yu et al. (2021). Three pooled fruit (three replicates for each group) were homogenized in a blender. For each replicate of melon sample, 10 g of melon juice was combined with 3 ml 200 mM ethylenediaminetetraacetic acid (EDTA) and 3 ml 20% CaCl_2_ (m/v) in a 20 ml headspace vial, the samples were stored at -80°C and mixed well before use. The GC system is equipped with an automatic headspace sampler unit (CTC Analytics AG, Switzerland), which can collect samples from the headspace vials with a heated air-tight syringe (1 ml). Next, the prepared ‘HT1’ samples in a 20 ml headspace vial were incubated at 40°C for 20 min with an agitation speed of 450 rpm, and 500 μl of headspace was injected into the GC injector at 80°C using a heated gas-tight syringe (45°C) with an injection speed of 30 ml min^-1^ and the GC program was as follow: 2 ml min^-1^ for 2 min, ramped up to 100 ml min^-1^ over 18 min, and held for 10 min. The separation was carried out on both a nonpolar FS-SE-54-CB capillary column (15 m × 0.53 mm × 0.25 μm, CS-Chromatographie Service GmbH, Durem, Germany) and a polar DB-Wax column (15 m × 0.53 mm × 0.25 μm, Agilent, Santa Clara, CA, USA) at isothermal condition of 60°C. Nitrogen was the gas at a flow rate of 150 ml min^-1^. The drift tube is 5 cm in length, and it was operated at a constant voltage of 400 V cm^-1^ at 45°C with a 150 ml min^-1^ N_2_ flow. Each IMS spectrum is an average of 12 scans. Each GC-IMS analysis was run in triplicate. To eliminate cross-contamination, the syringe was purged by an N_2_ flow for 30 s before every analysis and another 5 min after every analysis. n-ketones C_3_-C_9_ (Sinopharm Chemical Reagent Beijing Co., Ltd., China) were employed as external references to calculate the retention index (RI) of each compound. All volatile compounds were identified by comparing RI and normalized drift time (RIP relative) with the authentic reference compounds in the GC-IMS library. Analysis was performed on three replicates of each group.

### cDNA preparation, quantitative PCR, and sequencing

Total RNA from different treatments was extracted using TRIzol reagent (Life Technologies) and first-strand cDNAs were synthesized using the ReverTra Ace quantitative real-time PCR (qRT-PCR) Kit (Toyobo, Osaka, Japan) according to the manufacturer’s instructions. qRT-PCR was performed using the SuperReal PreMix Plus Kit (Tiangen, Beijing, China) in CFX Connect real-time PCR detection system (Bio-Rad, Hercules, CA, USA) according to the manufacturers’ instructions. Actin was used as the internal control (Primers used are listed in **Supplementary Table S13**). Total RNA samples were submitted for Next-Generation Sequencing (NGS) using Illumina NovaSeq (Shanghai Personal Biotechnology Co., Ltd, China). Briefly, the paired-end (PE) method was applied for RNA sequencing and the read length was 150 base pairs. The mapped reads for each sample ranged from 37,300,202 to 46,422,461 and the transcriptome coverage varied from 94.72% to 95.15%.

### RNA-Seq data analysis

The procedure of analysis was performed as described by (Guo et al., 2021). Briefly, the adapter sequence and low-quality value (QV < 20) from the raw reads in FastQ format were removed using Cutadapt (Version 1.1) software (Kim et al., 2015). The pruned clean reads were aligned to the melon reference genomic sequence Melon (DHL92) v3.5.1 Genome database (http://cucurbitgenomics.org/organism/18) using HISAT2 software (v. 2.1.0). HTSeq (v. 0.1.1) was used to calculate the read count as the original gene expression. The transcript abundance was indicated by normalized Fragments Per Kilo bases per Million fragments (FPKM), and genes with an average value higher than 1 were considered as expressed genes, while the genes expressed at very low levels were removed. Pearson correlation coefficient was estimated to examine the correlation of gene expression levels among samples. Based on principal component analysis (PCA) in “DESeq” package in R software, samples in each treatment group were clustered according to relative expression. Absolute log2 fold change (FC) > 1 and adjusted *p*-value < 0.05 were differentially expressed genes (DEGs) in each treatment. Expression levels of DEGs in each group were visualized as a heat map using “Pheatmap” package. The DEGs in each treatment group were further submitted for functional enrichment analysis of gene ontology (GO) and transcription factor (TF). For GO enrichment analyses performed in “TopGO” package, DEGs were divided into GO molecular function (MF), biological process (BP), and cellular component (CC). The TF information and relative family classification were predicted according to Plant Transcription Factor Database (PlantTFDB).

### Metabolite extraction and analysis

Metabolite profiling was performed using a non-targeted metabolome method by Personal Biotechnology Co. Ltd. (Shanghai, China). The materials used for the transcriptomic analysis were the same as those in metabolite profiling. Extraction and analysis of metabolites were performed as previously described (Sangster et al., 2006; De Vos et al., 2007). 200 mg ( ± 1%) of melon fruit was accurately weighed in an EP tube, and then 0.6 ml 2-chlorophenylalanine (4 ppm) methanol (-20°C) was added, followed by vortexing, grinding, and centrifugation. Finally, 20 μl from each sample was taken to the quality control (QC) samples (These QC samples were used to monitor deviations of the analytical results from these pool mixtures and compare them to the errors caused by the analytical instrument itself), and the samples were used for LC-MS detection.

Chromatographic separation was accomplished in a Vanquish system (Thermo, USA) equipped with an ACQUITY UPLC^®^ HSS T3 (150 mm x 2.1 mm, Waters, USA) column maintained at 40°C. The temperature of the autosampler was 8°C. Gradient elution of analytes was carried out with 0.1% formic acid in water (A2) and 0.1% formic acid in acetonitrile (B2) or 5 mM ammonium formate in water (A3) and acetonitrile (B3) at a flow rate of 0.25 ml min^-1^. Injection of 2 μl of each sample was done after equilibration. An increasing linear gradient of solvent B2/B3 (v/v) was used as follows: 0-1 min, 2% B2/B3; 1-9 min, 2%-50% B2/B3; 9-12 min, 50%-98% B2/B3; 12-13.5 min, 98% B2/B3; 13.5-14 min, 98%-2% B2/B3; 14-20 min, 2% B2-positive model (14-17 min, 2% B3-negative model). The ESI-MSn experiments were executed on the Thermo Q Exactive HF-X mass spectrometer with the spray voltage of 3.5 kV and -2.5 kV in positive and negative modes, respectively. Sheath gas and auxiliary gas were set at 30 and 10 arbitrary units, respectively. The capillary temperature was 325°C. The analyzer scanned over a mass range of m/z 81-1,000 for a full scan at a mass resolution of 60,000. Data dependent acquisition (DDA) MS/MS experiments were performed with HCD scan. The normalized collision energy was 30 eV. Dynamic exclusion was implemented to remove some unnecessary information in MS/MS spectra.

### Weighted gene co-expression network analysis

Co-expression networks were created using WGCNA (v1.29) package in R as described by (Langfelder and Horvath, 2008). The data used for WGCNA were performed on aroma components (alcohols, aldehydes, ketones, and esters) produced during storage. All genes and TFs were used as input to the signed WGCNA network construction. Modules were identified using “one-step network construction and module detection function” method with a soft thresholding power of 6 and a relatively large minimum module size of 30, and the threshold for merging modules was 0.25.

### Promoter analysis

Promoter sequences (base pairs -1,500 to -1) were obtained from Melon (DHL92) v3.5.1 Genome (http://cucurbitgenomics.org/organism/3). Transcription binding motifs were analyzed with plantCARE (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/) and PlantPAN 3.0 (http://plantpan.itps.ncku.edu.tw/promoter.php) (Lescot et al., 2002; Li et al., 2020).

### Statistical analysis

Student *t*-test analysis was applied to compare the variation of volatile content and gene expression between Group A & B, B & C and A & C (Graphpad Prism 9). Letters and asterisks indicate significant differences (*p*-value < 0.05) for treatments at each measure time. PCA, DEGs, and GO enrich were described in each method section.

### Accession numbers

All accession numbers were obtained from the Melon (DHL92) v3.5.1 Genome database. *CmLOX18* (MELO3C024348.2), *CmADH1/2* (MELO3C023685.2/MELO3C014897.2), *CmHPL1/2* (MELO3C010910.2/MELO3C018413.2), *CmAAT1/3* (MELO3C024771.2/MELO3C024762.2), *CmMGL* (MELO3C013774.2), *CmPDC1/2* (MELO3C009145.2/MELO3C007227.2), *CmCXE1/2* (MELO3C010887.2/MELO3C014690.2), *CmBCAT1* (MELO3C010776.2), *CmArAT1* (MELO3C025613.2), *CmAADC1* (MELO3C008357.2), *CmACO1* (MELO3C014437.2), *CmACS1* (MELO3C021182.2), *CmNOR* (MELO3C016540.2), *CmMYB44* (MELO3C007586.2), *CmbZIP1* (MELO3C013408.2), *CmCBF1* (MELO3C006869.2).

## Results

### Chilling resulted in changes of melon VOC profiles and consumer liking

To gain insight into how chilling affects flavor of melon fruit and consumer liking, we performed a triangle test to evaluate the flavor differences between chilled and unchilled fruit. Twenty-seven of fifty-eight panelists were able to identify significant differences in the flavor of the chilled compared to the unchilled (n > 26, p = 0.02 < 0.05) (**Figure 1A**). In addition, they described the unchilled melon as sweeter, juicier, and more aromatic than the chilled fruit, indicating that chilling had an adverse effect on flavor (**Figure 1B**).

**Figure 1:**
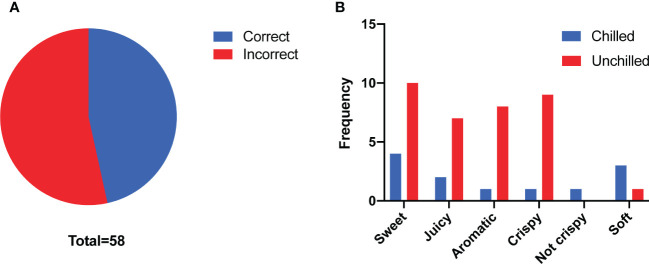
Consumer panel analyses. **(A)** Number of correct answers (n = 27) and incorrect answers (n = 31) from triangle test. **(B)** Taste descriptors for the chilled and unchilled melon fruit according to their frequency of use. Fewer panelists rated the chilled melon fruit as sweet, juicy and aromatic compared to the unchilled melon fruit.

Subsequently, VOCs extracted from melon fruit after 7 d chilling followed by 1-d recovery at room temperature (Group A), after 8 d chilling only (Group B), and harvested on day 8 (Group C) were quantified. Sixty known and nine unknown VOCs were detected in fruit from all three groups and used for further analysis (**Supplementary Table S1**). These VOCs consist of nine alcohols, twelve aldehydes, six ketones, twenty-four esters, and eighteen others (**Figure 2A**). Among the VOCs, esters are the most abundant (> 70% of total VOC content) in all groups, and ~70% of the esters are VAEs. Based on the VOC content, melon fruit from the three different groups were separated by PCA, and biological replicates clustered together (**Supplementary Figure S1**). 2D ion mobility spectrums of volatiles in fruit from these three groups were shown (**Supplementary Figure S2**). In general, the concentration of volatiles in 8-d chilled fruit (Group B) was lower in comparison with unchilled fruit (Group C). Total amount of volatiles in 8-d chilled fruit decreased by ~73% relative to the unchilled. After 1-d recovery at room temperature (Group A), total VOC content increased, but was still lower compared to the unchilled (**Figure 2B**). In particular, content of VAEs was lower after chilling and recovery at room temperature for 1 d. However, total content of volatile alcohols or aldehydes was not substantially affected after cold storage compared to the unchilled (**Figures 2B, C**). Additionally, no significant differences were observed in fructose, glucose and citrate between the chilled and the unchilled fruit (**Supplementary Figure S3**).

**Figure 2:**
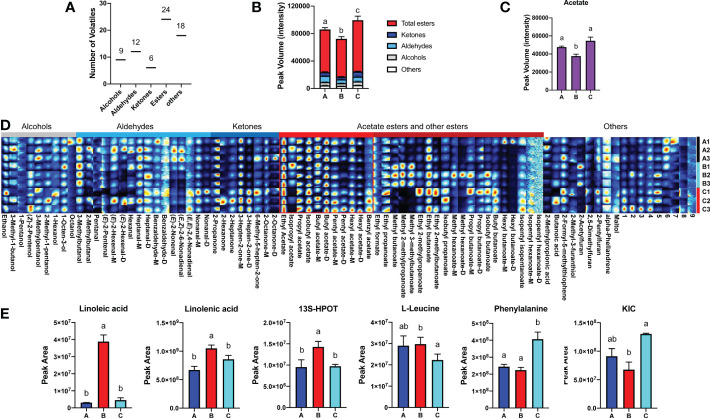
Changes of melon volatile content and metabolites in response to chilling. **(A)** Classification and numbers of all volatiles detected. **(B)** Statistical analysis of changes in VOC content after chilling ( ± SE, n = 3). **(C)** Chilling-induced changes in total VAE content ( ± SE, n = 3). **(D)** Fingerprint of all volatiles detected in three groups. Each row represents all signal peaks in each sample, and each column represents the signal peak of the same VOC in different samples. The intensity of the ion signal is described by different colors, red indicates high intensity. VOC names are listed below each column, and some volatiles are followed by M and D, which are the monomer and dimer of the same volatile. The numbers indicate unidentified VOC peaks. Information of all volatiles is listed in **Supplementary Table S1**. **(E)** Statistical analysis of metabolites in fatty acid and amino acid pathways after chilling ( ± SE, n = 6). Significant differences in volatiles and metabolites are denoted by different letters (*p*-value < 0.05). HPOT, Hydroperoxy octadecatrienoic acid; KIC, Ketoisocaprorate. Group A, stored at 4°C for 7 d, and then transferred to room temperature (~22°C) for 1 d; Group B, held at 4°C for 8 d; Group C, melon fruit were harvested 8 d after the fruit of first two groups.

A gallery plot was performed to better visualize major chilling-induced changes to VOC profiles. A total of eighty-two detected signal peaks were characterized (**Figure 2D**). Although total content of alcohols or aldehydes was not altered after cold storage compared to the unchilled fruit, content of several alcohols and aldehydes was lower, including 3-methylpentanol, nonanal and (*E*, *E*)-2,4-nonadienal. In addition, total ketone content was also reduced in 8-d chilled fruit. Among the ketones, content of 3-hepten-2-one and 2-propanone was lower. Total content of VAEs in the chilled fruit was ~30% lower compared to that in unchilled fruit and those recovered after transfer to the room temperature. Content of multiple VAEs was reduced after cold storage, including propyl acetate, isobutyl acetate, pentyl acetate, hexyl acetate, and benzyl acetate. Chilling-induced decreases were also observed for other esters, including isopentyl isopentanoate, butyl butanoate, isobutyl butanoate, and isopentyl hexanoate. Content of the aforementioned VAEs increased after 1-d recovery. However, some VOCs were found to increase after cold storage compared to the unchilled. Interestingly, these VOCs mainly included methyl esters, such as methyl butanoate, methyl hexanoate, methyl 3-methylbutanoate, and methyl 2-methylpropanoate (**Supplementary Table S1**). In addition, content of these methyl esters was reduced after return to room temperature. These results indicate that chilling affects the flavor of melon fruit, and chilling-induced changes to melon VOC profiles are mainly involved in flavor-associated esters, particularly VAEs.

### Metabolomic analysis on the VAE-related pathways in response to chilling

The aforementioned VAEs are derived from fatty acid and amino acid pathways. In response to chilling, metabolic flux throughout these two pathways is critical for downstream VAE biosynthesis. Therefore, multiple intermediate metabolites were investigated, including linoleic acid, linolenic acid, 9(*S*)-hydroperoxy-10(*E*),12(*Z*),15(*Z*)-octadecatrienoic acid (9(*S*)-HPOT), and 13(*S*)-hydroperoxy-9(*Z*),11(*E*),15(*Z*)-octadecatrienoic acid (13(*S*)-HPOT) from the fatty acid pathway, in addition to isoleucine, L-leucine, valine, phenylalanine, 3-Methyl-2-oxovaleric acid and Ketoisocaprorate (KIC) from the amino acid pathway. According to the analysis of differentially accumulated metabolites, we found that content of linoleic acid, linolenic acid, and 13*S*-HPOT increased after chilling and was reduced after 1-d recovery at room temperature (**Figure 2E**; **Supplementary Table S2**). However, content of metabolites from the amino acid pathway showed inconsistent patterns in response to chilling. Content of L-leucine was higher in the chilled fruit than the unchilled and remained high after cold storage followed by 1-d recovery. Content of KIC, a ketoacid generated from L-leucine, was reduced after chilling and slightly increased after recovery. Phenylalanine content was lower after cold storage and remained at a low level after 1 d returning to room temperature (**Figure 2E**; **Supplementary Table S2**). These results suggested that chilling affects VAE biosynthesis *via* regulation of metabolic flux.

### Transcriptomic response to cold storage

RNA-Seq data was generated for transcriptomic analysis. 

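Ripe fruit of the oriental melon 'HT' were harvested 30 days after pollination and sampled in 3 groups. Fruit of group A were stored at 4°C for 7 d and then kept at about 22°C for 1 d (recovery), fruit of group B were held at 4°C for 8 d (chilled), and fruit of group C were picked 8 d after the others and not stored (unchilled). Each group had 3 replicates of 3 fruits each, which gave 9 RNA libraries. Groups A and B differ in the day at room temperature, whereas each of them differs from group C in storage and in harvest date together. The libraries were sequenced on an Illumina NovaSeq as read pairs of 150 base pairs. According to the paper's methods, bases with a quality value under 20 were trimmed with Cutadapt 1.1, reads were aligned to the DHL92 genome (version 3.5.1) with HISAT2 2.1.0, and reads per gene were counted with HTSeq 0.1.1, whereas the submitters' processing notes give a later cutadapt release and HISAT2 2.0.5. The strand setting of the counts is not given in the sources used here. The table the authors deposited holds read counts and FPKM of 29980 genes in each library, with the coordinates and a description of each gene, and names no genome build. Counts per library summed to between 15508367 and 19011486, and 8753 genes had no count in any library.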

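For the comparisons of the groups, genes with a mean FPKM above 1 over the 9 libraries were kept, as in the paper's methods, which left 15022 genes. The counts were fitted in edgeR with all 9 libraries in one model, and a gene was called differentially expressed at an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.05 from the quasi-likelihood test. Library sizes were scaled by TMM, whose factors were 1.12 to 1.13 in group A, 0.764 to 0.808 in group B and 1.11 to 1.13 in group C. The 1000 most abundant genes took 54.1 to 55.7% of the counts in the chilled libraries, 48.2 to 48.8% after recovery and 47.3 to 47.8% in unchilled fruit. Transcript levels are given as TMM-scaled FPKM, that is the deposited FPKM divided by the factor of the library, so that the deposited FPKM of chilled fruit are lower than the levels printed here and those of the other groups are higher. Scaling by library totals in place of TMM moved the median log2 fold change of all tested genes from -0.06 to -0.56 for chilled against unchilled fruit and from -0.02 to 0.49 for recovered against chilled fruit.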

After discarding adaptor and low-quality reads, ~6.2 Gb clean reads (>90% of total reads) on average were produced (**Supplementary Table S3**). Principle components analysis (PCA) of RNA-Seq data revealed the relationship between experimental samples, which exhibited clear separation for the samples of the aforementioned three groups (**Figure 3A**). 

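The chilled fruit lay apart from both other groups along the component that held most of the variance. On the 500 genes of the highest variance after DESeq2's variance-stabilizing transformation, PC1 held 84.14% and PC2 12.22% of the variance. The 3 chilled libraries had PC1 scores of -61.3 to -55.7, against 32.7 to 35.1 after recovery and 23.1 to 25.6 in unchilled fruit. PC2 set the recovered fruit (-20.3 to -13.6) apart from the unchilled fruit (17.5 to 21.5), with the chilled fruit between them (-4.71 to 2.71). The 3 groups did not overlap on either component. The scores describe the 9 libraries, and no test was applied to them.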

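Across the 15022 kept genes, the FPKM of a recovered and a chilled library had Pearson coefficients of 0.429 to 0.571 (mean 0.515, SD 0.0454, 9 pairs). Chilled and unchilled libraries had coefficients of 0.529 to 0.602 (mean 0.577, SD 0.0211, 9 pairs), and recovered and unchilled libraries of 0.577 to 0.823 (mean 0.717, SD 0.0959, 9 pairs). Replicates of one group had coefficients of 0.919 to 0.978 after recovery, 0.957 to 0.988 in chilled fruit and 0.898 to 0.980 in unchilled fruit. A single abundant transcript weighs on these values, since the non-specific lipid-transfer protein MELO3C009108.2 had an FPKM of 16280 in replicate 1 of the unchilled fruit, and 6737 and 6422 in its other replicates. Without this gene the recovered and unchilled libraries had coefficients of 0.654 to 0.833 (SD 0.0656), chilled and unchilled libraries of 0.430 to 0.526 (mean 0.483, SD 0.0352) and recovered and chilled libraries a mean of 0.506 (SD 0.0498). The order of the latter means turns. These coefficients are across genes, which are not independent replicates.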

Pearson correlation coefficient analysis indicated that, in general, replicates after chilling followed by 1-d recovery at room temperature (Group A) and harvested on day 8 (Group C) were less correlated with the replicates after chilling (Group B) (**Figure 3B**).

**Figure 3:**
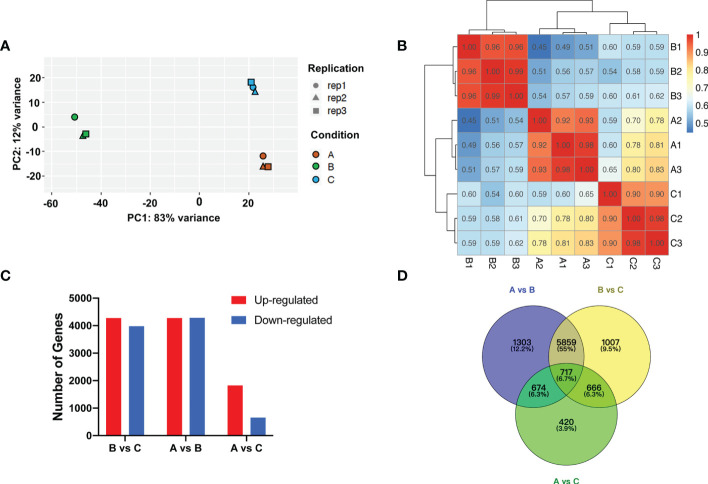
Transcriptomic analysis after cold storage. **(A)** Principal component analysis of differential expressed genes. Different symbols and colors represent different replicates and treatment conditions, respectively. **(B)** Correlation analysis of patterns of RNA-Seq in each group. **(C)** Number of up- and downregulated genes among groups. **(D)** Venn diagram of number of DEGs among groups.

Analysis of Group A & B, and Group B & C identified 8553 (4272 upregulated and 4281 downregulated) and 8249 (4272 upregulated and 3977 downregulated) DEGs, respectively. However, only 1824 upregulated and 653 downregulated DEGs were identified *via* analysis of Group A and C (**Figures 3C, D**). 

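After 8 d at 4°C, 3318 genes were higher and 3931 lower than in unchilled fruit, and after 1 d at room temperature 3778 genes were higher and 3798 lower than in chilled fruit (edgeR's quasi-likelihood test, n = 3 libraries per group). Among the genes that rose after chilling was an abscisic acid receptor, MELO3C016864.2, with 158 ± 24.5 (TMM-scaled FPKM, SD, n = 3) against 0.150 ± 0.134 in unchilled fruit (log2 fold change 10.01, standard error 0.397, adjusted p = 7.17e-08 from the same test; 9.42 without replicate 2 of group C). The ethylene-responsive factor ABR1, MELO3C008014.2, reached 433 ± 319 in chilled fruit, which is 13700 times its unchilled level with a 95% counting interval of 3790 to 113000. Unchilled fruit gave 2 counts in all (log2 fold change 13.54, and 16.12 without replicate 3 of group C). The embryonic protein DC-8 (MELO3C009418.2) had no count in unchilled fruit and was at least 972-fold higher after chilling, taking 3 counts over the group as the floor. Among the genes that fell was a 9-cis-epoxycarotenoid dioxygenase, an enzyme of abscisic acid synthesis (MELO3C007127.2), from 24.2 ± 13.3 to 0.0924 ± 0.0829, with a log2 fold change of -8.07 (standard error 0.713, adjusted p = 1.04e-05; -8.74 without replicate 1 of group B) and of 7.87 after recovery (8.53 without that replicate). An expansin, which loosens cell walls (MELO3C020005.2), fell by 6.40 on the log2 scale (standard error 0.550, adjusted p = 6.34e-06; -7.09 without replicate 3 of group B) and rose by 7.39 during recovery (8.08 without that replicate). The transcript of a phytosulfokine precursor (MELO3C030339.2), a peptide growth factor, was 1.83 ± 0.206 in chilled and 419 ± 31.8 in recovered fruit (log2 fold change 7.84, standard error 0.135, adjusted p = 5.43e-09).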

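Of 15 tested genes described as chloroplast-encoded proteins, which mark RNA quality, 6 were higher and 0 lower in chilled than in unchilled fruit (5 and 0 adjusted over the list alone, and 3 and 0 under library totals). After recovery 0 were higher and 4 lower than in chilled fruit (0 and 3 adjusted over the list alone, and 0 and 0 under library totals). Of the 2 tested mitochondrion-encoded genes, 1 was higher after chilling and the same number was lower after recovery, also when adjusted over the list alone. Every library of one group lay above every library of the other for 7170 of the genes called between chilled and unchilled fruit and for 7499 of those called between recovered and chilled fruit. Over all tested genes, called or not, 78.3% and 79.9% were separated in this way, where chance gives 10%. Scaling by library totals gave 2241 genes higher and 5688 lower after chilling, and 5472 higher and 2584 lower after recovery, so that the balance of the directions depends on the scaling.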

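Between recovered and unchilled fruit, 550 genes were higher and 1375 lower after recovery (edgeR's quasi-likelihood test, n = 3 libraries per group). A beta-galactosidase, an enzyme of cell wall breakdown (MELO3C015470.2), was at 724 ± 199 (TMM-scaled FPKM, SD, n = 3) after recovery and at 54.8 ± 8.24 in unchilled fruit (log2 fold change 3.72, standard error 0.291, adjusted p = 8.12e-05), and the aquaporin PIP2 MELO3C013347.2 at 725 ± 261 and 79.5 ± 34.8 (3.19, standard error 0.413, adjusted p = 0.000817). A phenylalanine ammonia-lyase (MELO3C014223.2), the entry enzyme of the phenylpropanoid pathway, was at 0.422 ± 0.334 after recovery and 52.0 ± 28.1 in unchilled fruit, with a log2 fold change of -6.94 (standard error 0.967, adjusted p = 0.00112; -7.67 without replicate 1 of group A). Of 49 tested phenylpropanoid and lignin enzymes, 5 were higher and 19 lower after recovery than in unchilled fruit (5 and 21 adjusted over the list alone; camera adjusted p = 0.0373, and adjusted p = 0.822 with an estimated correlation). An allene oxide cyclase of jasmonate synthesis (MELO3C003015.2) had a log2 fold change of -6.78 (standard error 0.517, adjusted p = 7.42e-05), and of 23 tested genes of jasmonate synthesis and signalling 0 were higher and 8 lower, also when adjusted over the list alone (camera adjusted p = 0.0186, and adjusted p = 0.813 with an estimated correlation). Markers of other tissues were lower beside both lists, with 0 higher and 5 lower of 14 phloem proteins, 0 and 4 of 8 seed storage and oil body proteins, and 0 and 10 of 23 cutin and wax enzymes (the same counts adjusted over the list alone).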

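Of 30 tested photosystem and chlorophyll-binding proteins, 0 were higher and 13 lower after recovery than in unchilled fruit, and 2 were higher and 19 lower in chilled than in unchilled fruit (the same counts adjusted over the list alone). Camera called both differences, with an adjusted p = 7.11e-08 for recovered fruit (adjusted p = 0.822 with an estimated correlation) and 0.0244 for chilled fruit (adjusted p = 0.776 with an estimated correlation). The chlorophyll a-b binding protein MELO3C012912.2 was at 783 ± 139 (TMM-scaled FPKM, SD, n = 3) after recovery, 1004 ± 58.7 in chilled and 6747 ± 1653 in unchilled fruit. Beside these genes, the cutin and wax enzymes, which mark the fruit surface, were lower after recovery (camera adjusted p = 0.00409, and adjusted p = 0.822 with an estimated correlation), and 1 was higher and 8 lower in chilled than in unchilled fruit (0 and 8 adjusted over the list alone), where the list did not pass camera (adjusted p = 0.417). A fatty acyl-CoA reductase on that list (MELO3C001088.2) had 95 counts in unchilled fruit and none in the stored fruit, at least 23.5-fold lower in chilled and at least 34.4-fold lower in recovered fruit. The latter call ended without replicate 3 of group C and at an adjusted p below 0.01. Every library of recovered fruit lay above or below every unchilled library for 52.9% of all tested genes, where chance gives 10%.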

Based on the expression levels of genes from each group, correlation among the samples was calculated and hierarchical clustering was visualized in a heatmap. Consistent with PCA analysis, gene expression clusters in Group B were distinguishable from that in Group A and Group C (**Supplementary Figure S4**). These results indicate that expression levels of many genes are sensitive to temperature shift. 

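Heat shock proteins and heat stress factors are the chaperones of the cell and their regulators. Of 70 tested members, 32 rose and 13 fell after chilling (edgeR's quasi-likelihood test, also when adjusted over the list alone), and 13 rose and 34 fell after recovery. Scaled by library totals, 28 rose and 20 fell after chilling, and 19 rose and 27 fell after recovery. The 17.5 kDa class I heat shock protein MELO3C003195.2 went from 22.4 ± 3.53 (TMM-scaled FPKM, SD, n = 3) in unchilled to 2011 ± 555 in chilled and 19.2 ± 7.90 in recovered fruit (log2 fold change 6.49 after chilling, standard error 0.382, adjusted p = 9e-07, and -6.71 after recovery). The heat stress transcription factor A-3, MELO3C027079.2, rose from 4.95 ± 0.529 to 218.5 ± 8.79 (5.46, standard error 0.122, adjusted p = 1.13e-08). The mitochondrial 26.5 kDa heat shock protein MELO3C017883.2 fell from 21.8 ± 6.03 to 1.41 ± 0.364 (-3.94, standard error 0.269, adjusted p = 1.05e-06). The list as a whole did not pass camera after chilling (adjusted p = 0.121) or after recovery (adjusted p = 0.206). The ubiquinol oxidase MELO3C027020.2, an alternative oxidase of the mitochondrion, rose from 27.9 ± 5.98 to 2122 ± 322 (6.25, standard error 0.260, adjusted p = 6.82e-08) and returned to 31.2 ± 7.04.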

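Among 63 tested antioxidant enzymes, 20 rose and 10 fell after chilling and 10 rose and 24 fell after recovery (edgeR's quasi-likelihood test, the same counts adjusted over the list alone; camera adjusted p = 0.0968 after chilling). Members went opposite ways, since the glutathione S-transferase MELO3C031601.2 rose to 4043 ± 244 (TMM-scaled FPKM, SD, n = 3) from 121 ± 59.8, and another one, MELO3C032563.2, fell to 79.3 ± 9.92 from 3146 ± 730. Of 17 tested aquaporins, 6 rose and 2 fell after chilling, and 3 rose and 8 fell after recovery, also when adjusted over the list alone. Late embryogenesis abundant, dehydrin and cold-regulated proteins, which protect cells from water loss, were balanced, with 11 higher and 12 lower of 37 after chilling and 8 higher and 9 lower after recovery (the same adjusted over the list alone). Of 4 tested genes of raffinose family sugar synthesis, 1 rose and 1 fell after chilling, and 1 rose and 2 fell after recovery. Of 8 tested fatty acid desaturases, 1 rose and 1 fell after chilling, and 2 rose and 2 fell after recovery, and for these and the raffinose genes the counts adjusted over the list alone were the same. Library totals gave 0 higher and 1 lower raffinose gene and 0 higher and 2 lower desaturases after chilling, and 3 higher and 1 lower desaturases during recovery. On library totals, antioxidant enzymes had 16 higher and 15 lower after chilling and 13 higher and 17 lower during recovery, and aquaporins 6 higher and 4 lower, then 5 higher and 5 lower during recovery. Late embryogenesis abundant, dehydrin and cold-regulated proteins had 9 higher and 15 lower, then 13 higher and 8 lower during recovery.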

The C-repeat binding factor (CBF)/dehydration responsive-element binding (DREB) TFs are known to be sensitive to low temperature (Thomashow, 2010; Zhang et al., 2016). In the present study, we found that transcript levels of multiple melon CBFs/DREBs were higher in the chilled melon and returned to unchilled levels after transfer to room temperature (**Supplementary Figure S5**).

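Of the 4 tested genes described as dehydration-responsive element binding (DREB) factors, 2 were higher and 2 lower in chilled than in unchilled fruit (edgeR's quasi-likelihood test, also when adjusted over the list alone). The latter 2 are not in Supplementary Figure S5, and all 4 genes of that figure (MELO3C026025.2, MELO3C008318.2, MELO3C006144.2 and MELO3C005813.2) rose after chilling and fell during recovery. Of these, MELO3C006144.2 and MELO3C005813.2 are described as dehydration-responsive family proteins and are not among the 4 tested DREB factors. MELO3C026025.2 lies on chromosome 8 from 29025393 to 29028682 (coordinates of the deposited table) and rose from 26.5 ± 1.30 (TMM-scaled FPKM, SD, n = 3) in unchilled to 119 ± 9.12 in chilled fruit, then returned to 30.4 ± 3.99 after recovery. Its log2 fold change was 2.16 after chilling (standard error 0.108, adjusted p = 1.62e-07), -1.97 from chilled to recovered fruit and 0.19 between recovered and unchilled fruit (adjusted p = 0.18). The DREB2C gene MELO3C008318.2 was at 11.4 ± 1.69, 72.3 ± 4.34 and 14.6 ± 1.91 in unchilled, chilled and recovered fruit (2.66, standard error 0.136, adjusted p = 1.84e-07). The DREB1D-like gene MELO3C005367.2 had 10.2 ± 1.99 in unchilled, 1.29 ± 1.21 in chilled and 1.33 ± 1.52 in recovered fruit, with a log2 fold change of -3.01 (standard error 0.870, adjusted p = 0.0115; -4.08 without replicate 1 of group B), a call that ended at an adjusted p below 0.01. MELO3C019763.2 fell by 1.34 on the log2 scale (standard error 0.275, adjusted p = 0.00151) and rose by 1.32 during recovery. CmCBF1 (MELO3C006869.2) had 21.3 ± 8.60 in unchilled, 2.73 ± 0.972 in chilled and 5.28 ± 7.48 in recovered fruit, and its log2 fold change after chilling was -2.98 (standard error 0.994, adjusted p = 0.0229). This call ended at an adjusted p below 0.01 and without replicate 2 or 3 of group B or replicate 1 of group C, and from chilled to recovered fruit the value was 0.95 (adjusted p = 0.406) but -1.50 without replicate 1 of group A (adjusted p = 0.0298).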

### Responses of VAE biosynthetic genes to chilling

To understand the molecular basis of the reduction of melon flavor-associated VAEs during cold storage, we investigated the relevant biosynthetic pathways and genes involved in the biosynthesis of VAEs. As observed in the aromatic melon fruit that we used, content of volatile esters was much higher than other characterized VOCs, such as alcohols and aldehydes (**Figure 2B**; **Supplementary Table S1**). Alcohol dehydrogenase (ADH) and alcohol acyltransferase (AAT) are able to convert volatile aldehydes to their corresponding alcohols and esters (**Figure 4A**). The expression levels of two ADH family members (*CmADH1* and *CmADH2*) were downregulated after 8-d cold storage and upregulated to higher levels after 1-d recovery at room temperature, and the transcript levels after recovery were higher than day 8. Similarly, the transcript abundance of two members of AAT family (*CmAAT1* and *CmAAT3*) was lower in the chilled melon and recovered after 1 d at room temperature (**Figure 4B**; **Supplementary Tables S4**, **S5**).

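CmADH1 (MELO3C023685.2, chromosome 1 from 6928411 to 6930701) encodes an alcohol dehydrogenase, and its transcript was at 182 ± 47.7 (TMM-scaled FPKM, SD, n = 3) in unchilled, 24.1 ± 1.92 in chilled and 479 ± 109 in recovered fruit. Its log2 fold change was -2.92 after chilling (standard error 0.226, adjusted p = 2.85e-06 from edgeR's quasi-likelihood test), 4.31 from chilled to recovered fruit (standard error 0.240, adjusted p = 3.42e-07) and 1.40 from unchilled to recovered fruit (standard error 0.212, adjusted p = 0.00135). CmADH2 (MELO3C014897.2, chromosome 6 from 21578440 to 21582640) is described as a short-chain dehydrogenase/reductase and was at 833.5 ± 39.3, 62.8 ± 41.1 and 1126 ± 125 in these groups. It fell by 3.73 on the log2 scale after chilling (standard error 0.411, adjusted p = 4.17e-05; -4.41 without replicate 1 of group B) and rose by 4.16 during recovery (adjusted p = 2.18e-05; 4.85 without that replicate). Its value between recovered and unchilled fruit was 0.43 (standard error 0.368, adjusted p = 0.392). Of 13 tested genes described as alcohol dehydrogenases, 0 rose and 6 fell after chilling, and 3 rose and 0 fell during recovery, also when adjusted over the list alone. MELO3C002189.2 fell by 1.66 (standard error 0.136, adjusted p = 3.28e-06), whereas MELO3C026553.2 had 0.93 (standard error 0.176, adjusted p = 0.000914), below the fold threshold.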

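CmAAT1 (MELO3C024771.2, chromosome 11 from 8184873 to 8187698) encodes an alcohol acyltransferase, the enzyme that joins an acyl group to an alcohol in the last step of ester formation. Its transcript was at 2057 ± 275 (TMM-scaled FPKM, SD, n = 3) in unchilled, 313.5 ± 20.8 in chilled and 2459 ± 403 in recovered fruit. The log2 fold change was -2.71 after chilling (standard error 0.165, adjusted p = 4.95e-07 from edgeR's quasi-likelihood test), 2.97 during recovery (standard error 0.166, adjusted p = 2.83e-07) and 0.26 between recovered and unchilled fruit (adjusted p = 0.225). CmAAT2 (MELO3C024766.2, chromosome 11 from 8060892 to 8063565) was at 1659 ± 175, 98.8 ± 33.0 and 2067 ± 204, with log2 fold changes of -4.07 (standard error 0.238, adjusted p = 4.05e-07) and 4.39 (standard error 0.242, adjusted p = 2.57e-07). CmAAT3 (MELO3C024762.2, chromosome 11 from 7933534 to 7935291) was a rare transcript, with 583, 10 and 66 counts in all and levels of 6.11 ± 5.61, 0.138 ± 0.0795 and 0.654 ± 0.393 in unchilled, chilled and recovered fruit. It fell by 5.40 on the log2 scale after chilling (standard error 0.894, adjusted p = 0.000493; -4.32 without replicate 3 of group C). Its value from chilled to recovered fruit was 2.17 (standard error 0.991, adjusted p = 0.0726), and it was lower after recovery than in unchilled fruit by -3.23 (adjusted p = 0.00822; -2.15 without replicate 3 of group C). All 3 tested genes on the list of alcohol acyltransferases thus fell after chilling, and 2 rose during recovery, also when adjusted over the list alone. The deposited table describes CmAAT1 and CmAAT2 as benzyl alcohol O-benzoyltransferases, a description that the list includes.

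**Figure D1:**
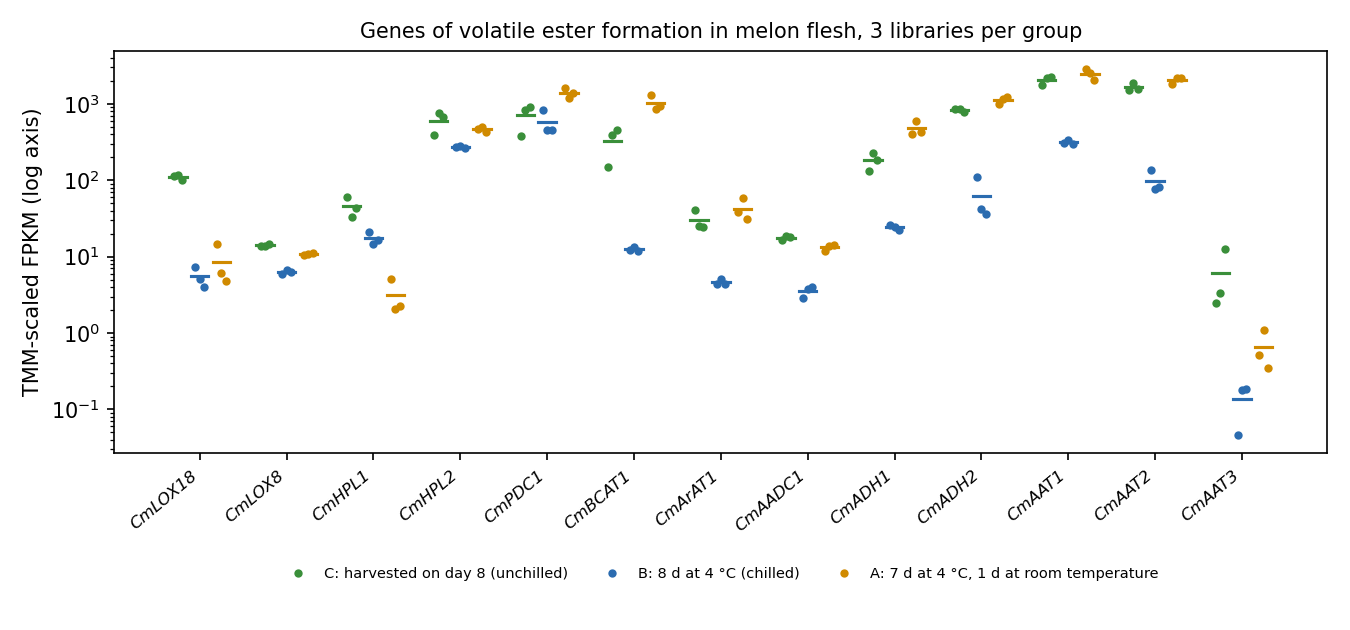
Transcript levels (TMM-scaled FPKM, log axis) of 13 genes of the fatty acid and amino acid pathways to acetate esters in unchilled (group C), chilled (group B) and recovered fruit (group A). Points are single libraries (n = 3 per group) and lines are group means; the chilled libraries of CmADH1, CmAAT1, CmAAT2 and CmBCAT1 lie below all libraries of both other groups.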

**Figure 4:**
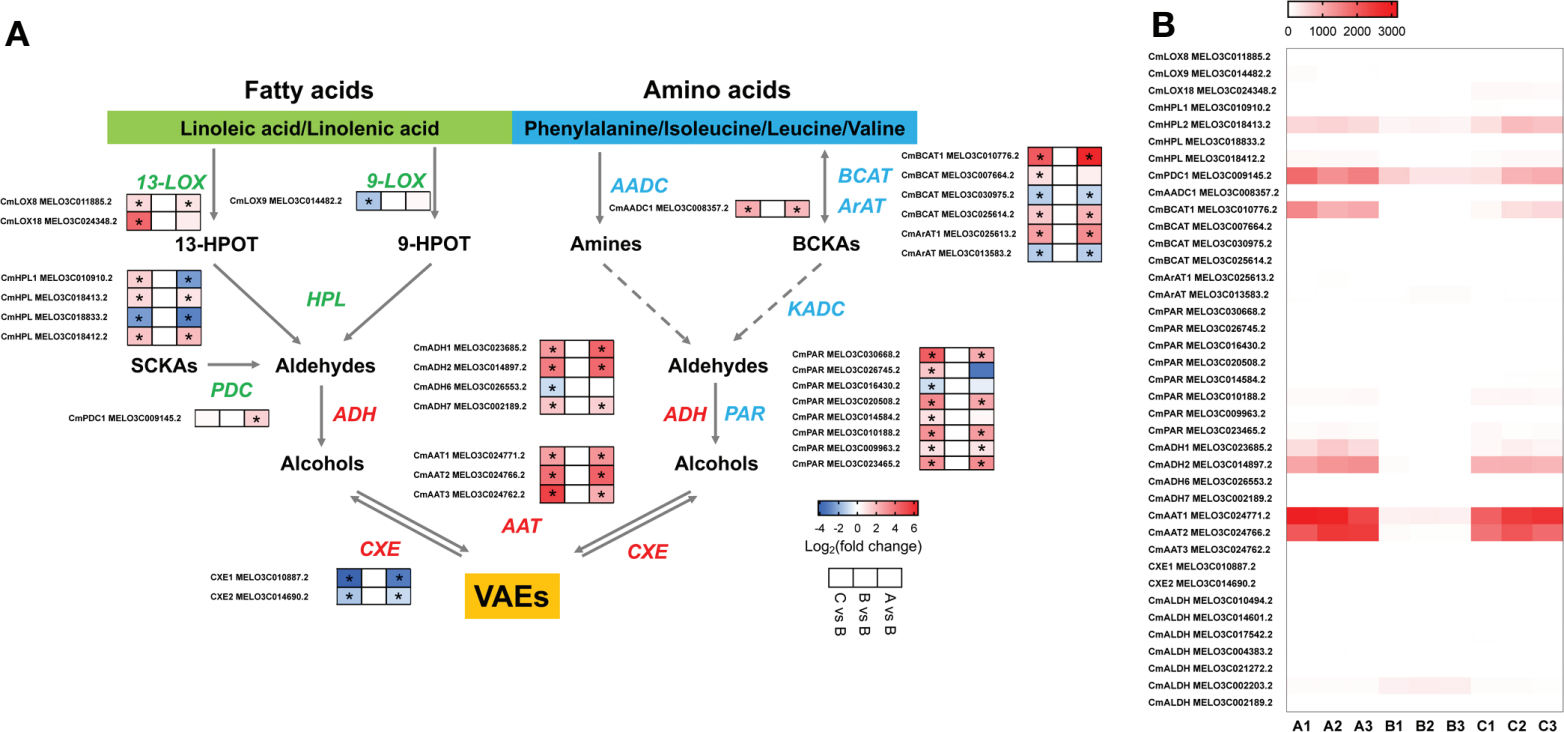
The analysis of differentially expressed genes in VAE biosynthesis pathway. **(A)** VAE biosynthesis in fatty acid and amino acid pathways. **(B)** A heatmap of DEGs involved in these pathways. Values of log2(foldchange) and FPKM are used in the heatmap of A and B, respectively. 13-HPOT, 13(*S*)-hydroperoxy-9(*Z*),11(*E*),15(*Z*)-octadecatrienoic acid; 9-HPOT, 9(*S*)-hydroperoxy-10(*E*),12(*Z*),15(*Z*)-octadecatrienoic acid; SCKAs, straight-chain ketoacids; BCKAs, branched-chain ketoacids; LOX, lipoxygenase; HPL, hydroperoxide lyase; PDC, pyruvate decarboxylase; BCAT, branched chain amino transferase; ArAT, aromatic amino transferase; AADC, amino acid decarboxylase; ADH, alcohol dehydrogenase; PAR, phenylacetaldehyde reductase; AAT, alcohol acyltransferase; CXE, carboxylesterase; ALDH, aldehyde dehydrogenase; KADC, ketoacid decarboxylase; VAEs, volatile acetate esters. Asterisks indicate significant differences (*p*-value < 0.05).

In the fatty acid pathway, biosynthesis of C5 and C6 green leafy volatiles depends upon LOX and HPL activities (**Figure 4A**). Here, we observed *CmLOX18* expression level was lower after chilling and recovered after 1 d at room temperature. In addition, expression levels of *CmLOX8* and a 9-lipoxygenase (*CmLOX9*) were also altered after chilling. 

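CmLOX18 (MELO3C024348.2, chromosome 1 from 36244644 to 36249009) encodes a lipoxygenase, which adds oxygen to linoleic and linolenic acid. Its transcript was at 110.1 ± 8.62 (TMM-scaled FPKM, SD, n = 3) in unchilled, 5.50 ± 1.74 in chilled and 8.44 ± 5.25 in recovered fruit. It fell by 4.33 on the log2 scale after chilling (standard error 0.438, adjusted p = 2.43e-05 from edgeR's quasi-likelihood test), and all 3 chilled libraries lay below all unchilled ones. From chilled to recovered fruit the value was 0.62 (standard error 0.401, adjusted p = 0.184), and -0.01 without replicate 1 of group A, the library with the highest level of that group. After recovery the level was still lower than in unchilled fruit, by -3.71 (standard error 0.421, adjusted p = 0.000458; -4.34 without replicate 1 of group A).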

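CmLOX8 (MELO3C011885.2, chromosome 10 from 4116286 to 4121512) fell after chilling, from 14.0 ± 0.560 (TMM-scaled FPKM, SD, n = 3) to 6.29 ± 0.337 (log2 fold change -1.16, standard error 0.0836, adjusted p = 1.52e-06 from edgeR's quasi-likelihood test), and was at 10.9 ± 0.313 after recovery (0.79 against chilled fruit, adjusted p = 1.76e-05, below the fold threshold). CmLOX9, the other lipoxygenase that the paper names (MELO3C014482.2, chromosome 5 from 2075856 to 2081354), was at 14.7 ± 1.91, 40.1 ± 5.49 and 48.1 ± 24.6 in unchilled, chilled and recovered fruit. It rose by 1.45 after chilling (standard error 0.369, adjusted p = 0.00631), a call that ended under library totals and under limma on log2 FPKM, and was higher after recovery than in unchilled fruit by 1.71 (standard error 0.371, adjusted p = 0.00823). Of 9 tested lipoxygenase genes, 1 rose and 2 fell after chilling, and 1 rose and 0 fell during recovery, also when adjusted over the list alone (camera adjusted p = 0.417 after chilling). Scaled by library totals, 0 rose and 6 fell after chilling, and 6 rose and 0 fell during recovery.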

Transcript levels of two CmHPLs were lower in the chilled melon. *CmHPL2* expression was recovered after return to the room temperature, while *CmHPL1* remained at low level. 

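CmHPL2 (MELO3C018413.2, chromosome 1 from 85044 to 87755) and CmHPL1 (MELO3C010910.2, chromosome 3 from 30073454 to 30075374) are both described as allene oxide synthases in the deposited table, an enzyme family of the same cytochrome P450 group as hydroperoxide lyases. CmHPL2 was at 602.5 ± 192 (TMM-scaled FPKM, SD, n = 3) in unchilled, 274 ± 11.8 in chilled and 465 ± 30.1 in recovered fruit. It fell by 1.14 on the log2 scale after chilling (standard error 0.210, adjusted p = 0.000798 from edgeR's quasi-likelihood test), a call that ended without replicate 2 of group C. Its value from chilled to recovered fruit was 0.76 (standard error 0.209, adjusted p = 0.00764), below the fold threshold, and -0.37 between recovered and unchilled fruit (adjusted p = 0.19). CmHPL1 fell from 45.9 ± 13.8 in unchilled to 17.4 ± 3.11 in chilled fruit (-1.40, standard error 0.340, adjusted p = 0.00486) and to 3.12 ± 1.65 after recovery (-2.48 against chilled fruit, standard error 0.368, adjusted p = 0.000262; -3.89 against unchilled fruit). The neighbouring gene MELO3C018412.2 of Fig. 4 fell by 1.73 after chilling (standard error 0.180, adjusted p = 1.9e-05) and rose by 1.85 during recovery (adjusted p = 1.13e-05). No gene of the table is described as a hydroperoxide lyase, so the list fixed under that name had 0 members.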

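CmPDC1 (MELO3C009145.2, chromosome 4 from 33965002 to 33967779) encodes a pyruvate decarboxylase, which forms acetaldehyde from pyruvate, and was at 708 ± 285 (TMM-scaled FPKM, SD, n = 3) in unchilled, 583.5 ± 220 in chilled and 1404 ± 212 in recovered fruit. The log2 fold change was -0.28 after chilling (standard error 0.348, adjusted p = 0.482 from edgeR's quasi-likelihood test), and the gene rose by 1.27 during recovery (standard error 0.353, adjusted p = 0.00937). Recovered against unchilled fruit gave 0.99 (standard error 0.351, adjusted p = 0.0559), and it was called under DESeq2, under size factors of DESeq2 in edgeR and under limma on log2 FPKM. CmPDC2 (MELO3C007227.2), the other of the 2 tested genes, was at 156 in unchilled, 123.1 in chilled and 176 in recovered fruit and stayed below the fold threshold (-0.34 after chilling, adjusted p = 0.0207, and 0.51 during recovery, adjusted p = 0.00245). Of these 2 genes 0 changed after chilling and 1 rose during recovery, also when adjusted over the list alone. Under library totals 0 changed after chilling and 2 rose during recovery.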

CmPDC1 involved in aldehyde biosynthesis through catalyzing straight-chain ketoacids was reduced after chilling and recovered to higher level after 1 d at room temperature (**Figure 4B**; **Supplementary Tables S4**, **S5**). In the amino acid pathway, *CmBCAT1* and *CmArAT1* expression levels were reduced in the chilled melon fruit and upregulated after 1 d of recovery. Moreover, multiple aldehyde dehydrogenases (ALDHs) were also sensitive to low temperatures (**Figure 4B**; **Supplementary Tables S4**, **S5**). Therefore, reduced production of VAEs after chilling cannot be directly explained by a single enzyme activity alone.

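CmBCAT1 (MELO3C010776.2, chromosome 3 from 30937275 to 30942119) encodes a branched-chain amino acid aminotransferase, which removes the amino group from leucine, isoleucine and valine. Its transcript fell from 329 ± 161 (TMM-scaled FPKM, SD, n = 3) in unchilled to 12.4 ± 0.741 in chilled fruit (log2 fold change -4.73, standard error 0.425, adjusted p = 1.17e-05 from edgeR's quasi-likelihood test) and rose to 1031 ± 242 after recovery (6.37, standard error 0.458, adjusted p = 2.62e-06), above the unchilled level by 1.65 (standard error 0.369, adjusted p = 0.0095). CmArAT1 (MELO3C025613.2, chromosome 7 from 5071692 to 5075274), described as a tyrosine aminotransferase, was at 30.1 ± 9.06, 4.60 ± 0.447 and 42.7 ± 13.9 (-2.71, standard error 0.285, adjusted p = 2.59e-05, and 3.21, standard error 0.289, adjusted p = 8.76e-06). Of 8 tested transaminases of these kinds, 2 rose and 4 fell after chilling, and 3 rose and 2 fell during recovery, also when adjusted over the list alone (3 and 0 during recovery under library totals). MELO3C030975.2 rose after chilling by 1.23 and MELO3C013583.2 by 1.32, and both of these calls ended under library totals and under limma on log2 FPKM.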

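Of 12 tested aldehyde dehydrogenases, which oxidize aldehydes to acids, 1 rose and 5 fell after chilling, and 3 rose and 3 fell during recovery (edgeR's quasi-likelihood test, also when adjusted over the list alone). Library totals gave 6 higher and 2 lower during recovery. The one that rose, MELO3C002203.2 (chromosome 12 from 25626149 to 25631825), went from 71.4 ± 5.28 (TMM-scaled FPKM, SD, n = 3) in unchilled to 326.5 ± 15.6 in chilled and 86.1 ± 5.83 in recovered fruit (log2 fold change 2.19, standard error 0.0925, adjusted p = 6.92e-08). MELO3C010494.2 (chromosome 7 from 8688180 to 8695438) fell from 6.56 ± 1.49 to 1.60 ± 0.243 (-2.04, standard error 0.203, adjusted p = 1.24e-05) and rose to 20.6 ± 2.44 after recovery (3.69, standard error 0.207, adjusted p = 2.87e-07); it overlaps a gene on the opposite strand with a mean FPKM of 2.78. MELO3C021272.2 fell by 1.77 (standard error 0.165, adjusted p = 7.87e-06) and rose by 1.38. Without replicate 1 of group C, the fall of MELO3C014601.2 was -1.65 in place of -2.48, and that of MELO3C017542.2 was -1.50 in place of -2.28.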

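The paper's accession section lists genes it discusses, and 20 of these were tested. Of them, 3 were higher and 14 lower in chilled than in unchilled fruit, and 10 were higher and 4 lower after recovery than in chilled fruit (edgeR's quasi-likelihood test, n = 3 libraries per group, the same counts adjusted over the list alone). Between recovered and unchilled fruit, 2 were higher and 3 lower. How the paper chose these genes is not stated, and some come from earlier work, so the counts are not taken as independent evidence of a direction. The list did not pass camera after chilling (adjusted p = 0.0818). It did with the replicate number as a block (adjusted p = 0.0458), though not with an estimated correlation (adjusted p = 0.776 with an estimated correlation). After listing transcript changes at several steps of the fatty acid and amino acid pathways, the paper reasons that no single enzyme activity can directly account for the lower acetate ester production.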

### Chilling-induced expression variations in transcription factors and hormone regulators

According to the expression patterns of DEGs among the three groups, clustering analysis was carried out, and DEGs were divided into nine clusters (**Supplementary Figure S6**). Based on the Plant/Animal Transcription Factor Database (Plant/AnimalTFDB), thirty TF families were identified (**Supplementary Figure S7**; **Supplementary Table S6**). To narrow the scope of differentially expressed TFs, we removed the genes without significance (*p*-value > 0.01), and 375 TFs were selected. 

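Transcription factors were identified by their descriptions in the deposited table, and 342 of 911 passed the filter on FPKM. Of these, 113 were higher in chilled than in unchilled fruit and 125 were lower after recovery than in chilled fruit (edgeR's quasi-likelihood test; 113 and 124 adjusted over the list alone). By the fitted log2 fold change, the largest rise was that of the ethylene-responsive factor ABR1 gene. A further example is the NAC gene MELO3C012114.2, which went from 1.50 ± 0.701 (TMM-scaled FPKM, SD, n = 3) in unchilled to 77.6 ± 9.31 in chilled and 1.76 ± 0.809 in recovered fruit (log2 fold change 5.70, standard error 0.398, adjusted p = 2.22e-06). GATA transcription factor 21 (MELO3C015468.2) went from 1.83 ± 0.703 to 26.1 ± 4.84 and 1.14 ± 0.428 (3.84, standard error 0.316, adjusted p = 3.61e-06). bZIP transcription factor 60 (MELO3C017064.2), a factor of the unfolded protein response, went from 110.2 ± 8.86 to 405.6 ± 21.9 and 70.5 ± 13.7 (1.88, standard error 0.139, adjusted p = 1.73e-06). ETHYLENE INSENSITIVE 3 (MELO3C015633.2), a factor of ethylene signalling outside this list, rose from 142 ± 1.23 to 975.3 ± 19.3 and came back to 199 ± 11.1 (2.78, standard error 0.0919, adjusted p = 2.29e-08).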

246 TFs belong to Cluster 1 and 5, indicating that their expression levels were higher after chilling and recovered after 1 d at room temperature. 

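In the other direction, 100 of the 342 transcription factors were lower in chilled than in unchilled fruit and 77 were higher after recovery than in chilled fruit (edgeR's quasi-likelihood test, the same numbers adjusted over the list alone). Scaled by library totals, 86 were higher and 129 lower after chilling, and 102 were higher and 100 lower after recovery, so the larger side changes with the scaling. The NAC gene MELO3C017754.2 fell from 417 ± 92.6 (TMM-scaled FPKM, SD, n = 3) to 52.2 ± 13.3 and rose to 810.1 ± 221 (log2 fold change 3.96 during recovery, standard error 0.289). The Myb/SANT-like gene MELO3C009422.2 fell from 46.2 ± 3.71 to 3.47 ± 1.92 and rose to 189 ± 31.3, above its unchilled level (2.03, standard error 0.277, adjusted p = 0.00102). The TCP2-like gene MELO3C002754.2 fell from 7.87 ± 2.15 to 0.519 ± 0.106 and rose to 5.21 ± 0.899 (-3.90, standard error 0.278, adjusted p = 1.37e-06). Between recovered and unchilled fruit, 14 factors were higher and 57 lower (14 and 58 adjusted over the list alone).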

On the contrary, 129 TFs were clustered in Cluster 6 and 8, indicating that their expression levels were lower after chilling and increased after 1-d recovery (**Supplementary Table S7**).

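CmNOR (MELO3C016540.2, chromosome 6 from 27663292 to 27665351) encodes a NAC-domain factor. Its transcript was at 806 ± 117 (TMM-scaled FPKM, SD, n = 3) in unchilled, 25.6 ± 2.04 in chilled and 1125 ± 140 in recovered fruit. This is a 31.5-fold difference between unchilled and chilled fruit (log2 fold change -4.98, standard error 0.164, adjusted p = 2.25e-08 from edgeR's quasi-likelihood test) and a 44.0-fold difference between recovered and chilled fruit (5.46, standard error 0.167, adjusted p = 2.22e-08). All 3 chilled libraries lay below all 6 others. The value for recovered against unchilled fruit was 0.48 (standard error 0.138, adjusted p = 0.0236), below the fold threshold.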

Clusters 6 and 8 identified melon *NONRIPENING* (*CmNOR*) which is a key ripening regulator, and its expression was reduced (~30-fold reduction) after chilling and upregulated (~40-fold increase) after 1-d recovery at room temperature, which is consistent with the pattern of ester levels and flavor intensity (**Supplementary Tables S4**, **S5**). In the same cluster with *CmNOR*, *CmMYB44*, an ester-associated apple MdMYB6 homolog, had lower expression during cold storage and increased transcript after 1-d recovery (**Supplementary Tables S4**, **S5**). In addition, Cluster 1 and 5 identified a bZIP family gene (named *CmbZIP1*, ester-associated MabZIP4 homolog in banana) with the highest expression during chilling and reduced transcript levels after recovery (**Supplementary Tables S4**, **S5**).

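CmMYB44 (MELO3C007586.2, chromosome 8 from 3884816 to 3886331) encodes a MYB factor, and its transcript was at 14.9 ± 2.51 (TMM-scaled FPKM, SD, n = 3) in unchilled, 6.14 ± 1.42 in chilled and 12.6 ± 2.56 in recovered fruit. It fell by 1.29 on the log2 scale after chilling (standard error 0.218, adjusted p = 0.00046 from edgeR's quasi-likelihood test) and rose by 1.04 during recovery (standard error 0.218, adjusted p = 0.00166), a call that ended without replicate 1 of group A or replicate 3 of group B. Recovered against unchilled fruit gave -0.25 (standard error 0.209, adjusted p = 0.388).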

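CmbZIP1 (MELO3C013408.2, chromosome 1 from 17423749 to 17428389), described as transcription factor rf2a, was at 28.99 ± 0.955 (TMM-scaled FPKM, SD, n = 3) in unchilled, 168 ± 25.0 in chilled and 35.4 ± 0.157 in recovered fruit. It rose by 2.54 on the log2 scale after chilling (standard error 0.109, adjusted p = 7.71e-08 from edgeR's quasi-likelihood test) and changed by -2.25 during recovery (standard error 0.108, adjusted p = 1.23e-07). The level after recovery and the unchilled level were close, with a log2 fold change of 0.29 (standard error 0.104, adjusted p = 0.0575).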

Ethylene also regulates various aspects of ripening, including VOC biosynthesis in fruit. Ethylene biosynthesis genes, including aminocyclopropane carboxylate synthase (ACS) and oxidase (ACO), were investigated. The transcript levels of *CmACS1* and *CmACO1* were the highest among the family members, respectively. 

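Among the tested ACC oxidase genes, which encode the last enzyme of ethylene synthesis, CmACO1 (MELO3C014437.2, chromosome 5 from 2408689 to 2410670) had the highest mean level in unchilled and recovered fruit, at 1242 ± 183 and 1462 ± 901 (TMM-scaled FPKM, SD, n = 3). In chilled fruit it was at 545 ± 68.7, and the ACO-1-like gene MELO3C026436.2 (chromosome 10) was at 669.6 ± 167, with 563 ± 138 in unchilled and 862 ± 141 in recovered fruit. CmACS1 (MELO3C021182.2, chromosome 11 from 31526801 to 31530474) encodes an ACC synthase, the enzyme before it, and was at 13.6 ± 5.62, 386 ± 119 and 21.9 ± 3.46 in unchilled, chilled and recovered fruit. Of 16 tested ACC oxidases, 4 were higher and 7 lower in chilled than in unchilled fruit and 8 higher and 5 lower after recovery (edgeR's quasi-likelihood test, also when adjusted over the list alone), and of 6 tested ACC synthases 2 were higher and 3 lower, and 3 higher and 3 lower.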

The expression of *CmACO1* was lower in the chilled melon and increased after 1 d at room temperature. Conversely, much higher transcript levels of *CmACS1* was observed after cold storage and declined after returning to room temperature (**Supplementary Figure S8**; **Supplementary Tables S4**, **S5**).

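CmACO1 fell by 1.19 on the log2 scale after chilling (standard error 0.404, adjusted p = 0.0249 from edgeR's quasi-likelihood test, n = 3 libraries per group), a call that ended at an adjusted p below 0.01 and without any 1 of the chilled replicates or replicate 2 or 3 of the unchilled fruit. It rose by 1.42 during recovery (standard error 0.407, adjusted p = 0.011), a call that ended at an adjusted p below 0.01 and without replicate 2 of group A, and the value between recovered and unchilled fruit was 0.23 (adjusted p = 0.68). CmACS1 rose by 4.83 after chilling (standard error 0.394, adjusted p = 6.33e-06), and its change from chilled to recovered fruit was -4.14 (standard error 0.380, adjusted p = 1.22e-05). All 3 chilled libraries of CmACS1 lay above all 6 others.

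**Figure D2:**
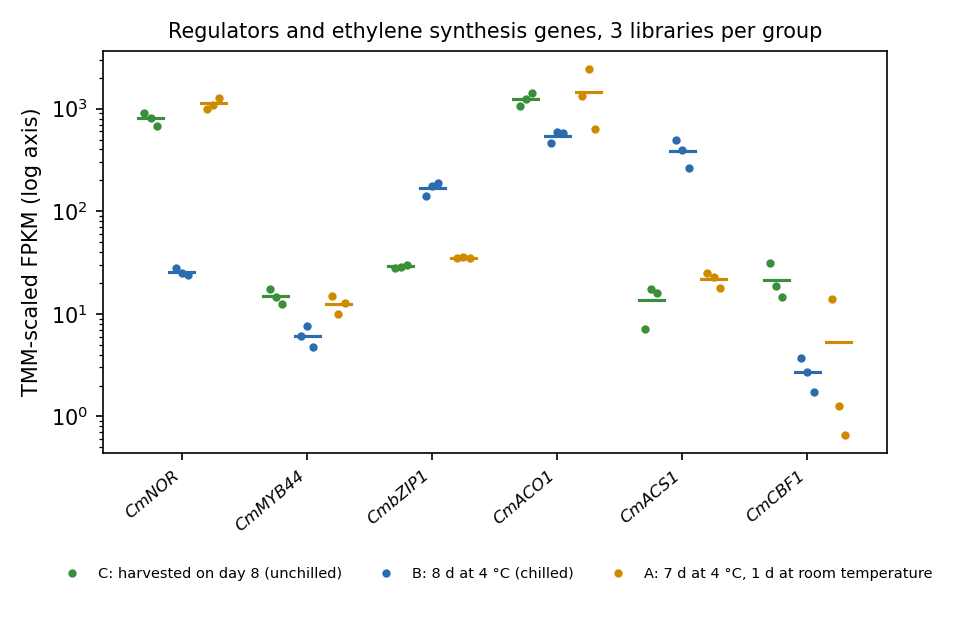
Transcript levels (TMM-scaled FPKM, log axis) of CmNOR, CmMYB44, CmbZIP1, CmACO1, CmACS1 and CmCBF1 in unchilled (group C), chilled (group B) and recovered fruit (group A). Points are single libraries (n = 3 per group) and lines are group means; the chilled libraries lie lowest for CmNOR and highest for CmbZIP1 and CmACS1.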

### WGCNA identified the aforementioned ester-associated genes in response to temperature changes

To gain further insight into the regulation of ester biosynthesis after temperature shift, WGCNA was performed to investigate the co-expression networks of key DEGs. According to the similarity of expression patterns, genes were grouped into a total of eighteen co-expression modules (**Figure 5A**). Based on the top three coefficient values shown in the heatmap of module-trait correlations, content of esters was positively correlated with gene expressions in the blue, turquoise and green-yellow modules (**Figure 5B**; **Supplementary Table S8**). Subsequently, GO annotation analysis was performed to summarize functions of the DEGs identified in the modules, and DEGs in response to chilling were investigated. The functional categories of the DEGs included biological process, molecular function and cellular component. Top twenty GO terms indicated that cellular process in the biological process ranked the highest, and 753 DEGs were divided into the group of cellular aromatic compound metabolic process (**Figure 6**; **Supplementary Table S9**).

**Figure 5:**
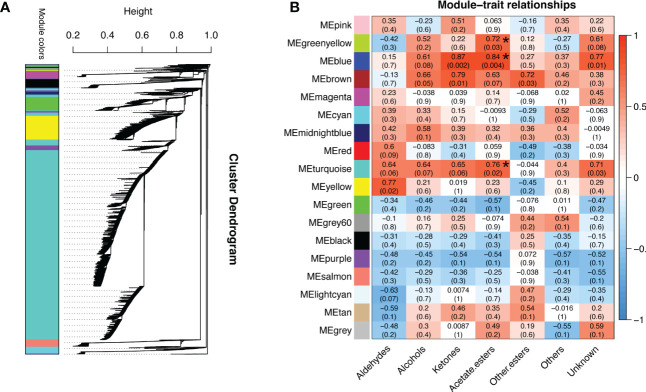
Analysis of gene co-expression and the relationships between genes and volatile content in response to cold storage. **(A)** Hierarchical cluster tree exhibits 18 modules of co-expressed genes. Each branch represents one gene in the tree. **(B)** Module-trait correlations and gene co-expression network analysis performed by weighted gene co-expression network analysis during cold storage. The green-yellow, blue and turquoise modules with asterisks significantly related to the content of volatile acetate esters. The corresponding *p*-values are shown in parentheses. The left to right panel represents the module-trait correlations from -1 to 1.

**Figure 6:**
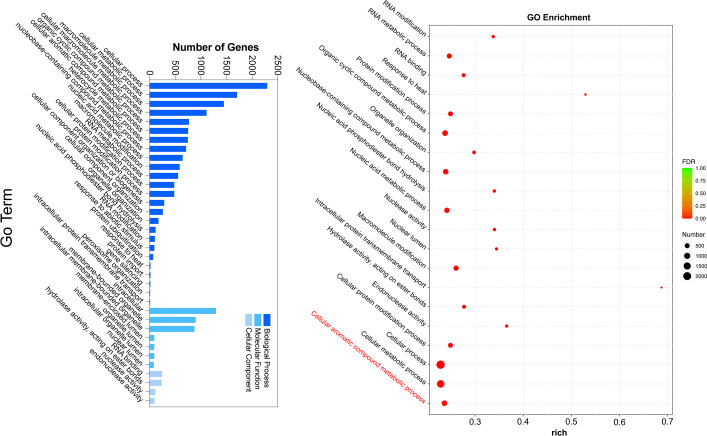
GO functional enrichment analysis of DEGs in chilled and unchilled melon fruit.

Based on the analyses of transcriptome and metabolome, multiple genes involved in ester biosynthesis were preliminarily identified. Notably, WGCNA further narrowed the scope of DEGs correlated with ester biosynthesis. Two lipoxygenases (*CmLOX8* and *CmLOX18*), one hydroperoxide lyase (*CmHPL2*), one alcohol acyltransferase (*CmAAT1*), one carboxylesterase (*CmCXE1*), and one amino acid decarboxylase (*CmAADC1*) were identified. These DEGs were confirmed by qRT-PCR using RNA from fruit after chilling followed by 1-d recovery at room temperature (Group A), chilled (Group B) and unchilled fruit (Group C) (**Figure 7**). Additionally, WGCNA was also performed to investigate the correlation between differentially expressed TFs and ester content during chilling and 1-d recovery after chilling. Seventeen key TFs (GS > 0.85, GS < -0.85) were identified, including twelve positive regulators (one C3H, one CPP, one ERF, two GATAs, one GeBP, one LBD, one MYB, one STAT and three WRKYs) and five negative regulators (one ARR-B, two bHLHs, one DBB and one MYB-related) (**Table 1**). These positive regulators exhibited lower expression levels in the chilled fruit and were upregulated after 1-d recovery at room temperature, which was consistent with the pattern of altered ester content. However, the negative regulators exhibited higher levels after chilling and were downregulated after 1-d recovery. 

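Among the positive regulators of Table 1, all but the C3H, GATA25 and STAT genes passed both thresholds as lower after chilling. All but these and the CPP gene passed both as higher during recovery (edgeR's quasi-likelihood test, n = 3 libraries per group). The LBD gene MELO3C005013.2 fell from 38.7 ± 10.5 (TMM-scaled FPKM, SD, n = 3) in unchilled to 2.38 ± 0.351 in chilled fruit (log2 fold change -4.02, standard error 0.237, adjusted p = 4.24e-07) and was at 10.6 ± 0.796 after recovery, below its unchilled level by -1.86 (adjusted p = 0.000267). The WRKY gene MELO3C018717.2 fell by 2.28 (standard error 0.225, adjusted p = 1.15e-05), and the ERF gene MELO3C014181.2 fell by 2.27 (standard error 0.272, adjusted p = 4.42e-05) and rose by 1.92. The CPP gene MELO3C006510.2 fell by 1.07 (standard error 0.190, adjusted p = 0.000602), and its value during recovery was 0.73 (adjusted p = 0.00562). The C3H gene MELO3C015665.2 had -0.84 after chilling (adjusted p = 0.000216) and 0.19 during recovery (adjusted p = 0.19), the GATA25 gene MELO3C011079.2 had -0.63 and 0.47, and the STAT gene MELO3C016678.2 had -0.71 and 0.51. The study selected these genes by their correlation with ester content in these samples, so their direction is not independent evidence.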

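All 5 negative regulators of Table 1 passed both thresholds as higher in chilled than in unchilled fruit. All but the MYB-related gene passed both as lower after recovery than in chilled fruit (edgeR's quasi-likelihood test, n = 3 libraries per group). The DBB gene MELO3C016115.2, a B-box zinc finger protein, went from 38.4 ± 2.32 (TMM-scaled FPKM, SD, n = 3) to 332.5 ± 60.8 and 61.4 ± 1.19 (log2 fold change 3.11, standard error 0.130, adjusted p = 6.64e-08, and -2.44, standard error 0.126, adjusted p = 1.85e-07). The bHLH130-like gene MELO3C023532.2 rose by 2.06 (standard error 0.181, adjusted p = 5.73e-06); it overlaps a gene on the opposite strand with a mean FPKM of 17.1. The MYB-related gene MELO3C020620.2 rose by 1.07 (standard error 0.0808, adjusted p = 2.02e-06), a call that ended under library totals, without the filter on FPKM and under limma on log2 FPKM, and its value during recovery was -0.76 (adjusted p = 1.79e-05), below the fold threshold. These genes too were selected by the study on these samples.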

Although the aforementioned three TFs, *CmNOR*, *CmMYB44*, and *CmbZIP1* were not included in the list of top TFs, WGCNA revealed that the relative GS values were higher than 0.7 or lower than -0.7, indicating significant correlations between expression and ester content (**Supplementary Table S10**).

**Figure 7:**
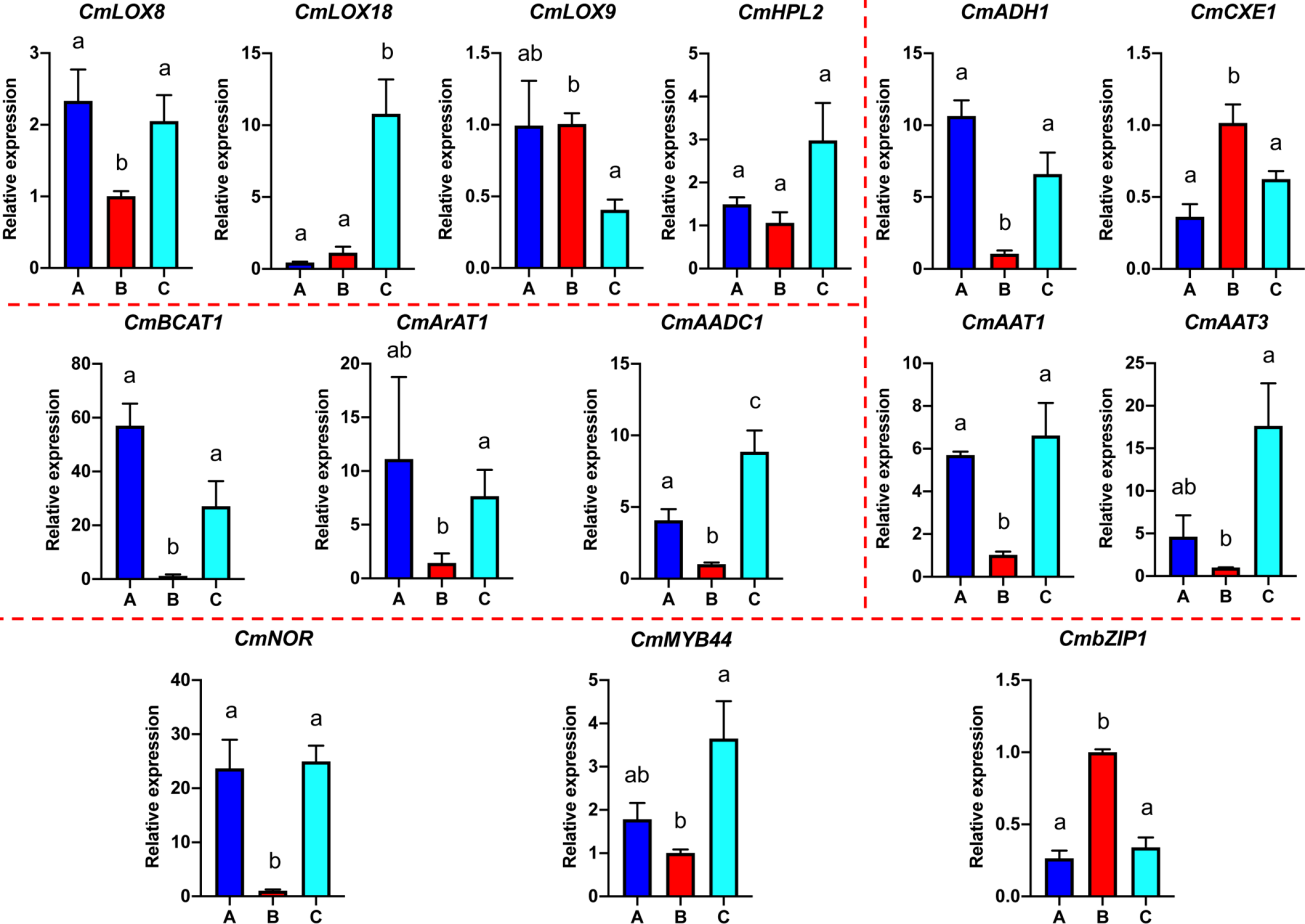
Quantitative real-time PCR analysis of select VAE-related DEGs. Significant differences in gene expression are denoted by different letters ( ± SE, n = 3, *p*-value < 0.05).

**Table 1:** The candidate transcription factors potentially involved in VAE biosynthesis.

TF family	Gene ID	Description	Correlation with VAEs	*p*-value
ARR-B	MELO3C016975.2	two-component response regulator ARR12-like	-0.9043733	0.00080999
bHLH	MELO3C023532.2	transcription factor bHLH130-like isoform X2	-0.8627904	0.00274777
	MELO3C020781.2	transcription factor bHLH121 isoform X1	-0.8782129	0.00183893
C3H	MELO3C015665.2	zinc finger CCCH domain-containing protein 14-like	0.86642181	0.00251085
CPP	MELO3C006510.2	Protein tesmin/TSO1-like CXC 2	0.86381782	0.00267924
DBB	MELO3C016115.2	B-box zinc finger protein 22	-0.8500681	0.00369915
ERF	MELO3C014181.2	ethylene-responsive transcription factor 3	0.85900818	0.00301046
GATA	MELO3C011079.2	GATA transcription factor 25	0.87782345	0.00185886
	MELO3C007882.2	GATA transcription factor	0.87543688	0.00198426
GeBP	MELO3C022945.2	mediator-associated protein 1-like	0.86541279	0.0025752
LBD	MELO3C005013.2	Lob domain-containing protein 1	0.87612233	0.00194767
MYB	MELO3C012077.2	Myb family transcription factor family protein	0.93648017	0.0001998
MYB-Related	MELO3C020620.2	telomere repeat-binding protein 5-like	-0.9271353	0.00032002
STAT	MELO3C016678.2	SH2 domain protein B	0.85480225	0.00332233
WRKY	MELO3C016966.2	WRKY transcription factor	0.90052453	0.00092635
	MELO3C018717.2	WRKY protein	0.86917051	0.00234117
	MELO3C014066.2	WRKY transcription factor	0.85615109	0.00322

### Analysis of potential transcriptional binding motifs in *CmAAT1* and *CmAAT3* promoter sequence

Under chilling conditions, volatile aldehydes and alcohols were not substantially affected, and the last step of ester biosynthesis catalyzed by AAT seems to be an important control point. *cis*-regulatory elements in promoter regions containing TF binding sites play a critical role in regulation of gene expressions. Thus, 1.5-kb putative promoter sequences of *CmAAT1* and *CmAAT3* were investigated.

The analysis of *CmAAT1* and *CmAAT3* promoter regions identified motifs mainly involved in response to stress and hormone levels. For *CmAAT1*, stress responses included anaerobic induction (ARE), stress (STRE), wounding (WUN-motif), and hormone response consists of ethylene (ERE), MeJA (MYC and TGACG-motif) and salicylic acid (TCA-element). For *CmAAT3*, anaerobic induction (ARE), light (AE-box), wounding (WRE3) and ethylene (ERE), gibberellin (TATC-box), MeJA (MYC), salicylic acid (TCA-element) were found to be involved in stress and hormone responsiveness, respectively. In addition, various conserved motifs were found in the promoter region of *CmAAT1*, including G-box (bZIP binding site), MYB and ‘ACCGAC’ (DREB/CBF) and ‘TTA/GCGT’ (NAC). MBSI (MYB) and ‘TTA/GCGT’ (NAC) were found in the *CmAAT3* promoter region.

After temperature shift, we found that expression levels of many TFs exhibited the same pattern with the *CmAAT1* and *CmAAT3*. These TFs included Dof, ERF, WRKY and TCP, in addition to the aforementioned bZIP, MYB, MYC and NAC (**Table 1**; **Supplementary Tables S4**, **S5**). 

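In each family, members rose and others fell after chilling. Of 58 tested AP2/ERF factors, 20 rose and 23 fell, of 42 WRKY factors 9 rose and 16 fell, of 13 TCP factors 1 rose and 3 fell, and of 53 bHLH factors (which include MYC) 17 rose and 19 fell (edgeR's quasi-likelihood test, n = 3 libraries per group). More members rose than fell among 19 Dof (9 and 3), 41 NAC (16 and 9), 62 MYB (24 and 17), 35 bZIP (9 and 5) and 15 GATA factors (6 and 3), whereas under library totals 12 NAC factors rose and 13 fell, 18 MYB rose and 22 fell, 5 bZIP rose and 9 fell, and 4 GATA rose and 5 fell. All of these counts after chilling were the same adjusted over the list alone. During recovery, 12 AP2/ERF factors rose and 21 fell, 12 WRKY rose and 13 fell, 2 TCP rose and 3 fell, 18 bHLH rose and 19 fell, 2 Dof rose and 10 fell, 4 bZIP rose and 9 fell and 2 GATA rose and 6 fell, also when adjusted over the list alone, and 10 NAC rose and 18 fell (10 and 19 adjusted over the list alone) and 14 MYB rose and 24 fell (14 and 23 adjusted over the list alone). On library totals, the larger side during recovery changed for WRKY (16 rose, 12 fell), TCP (4 and 3), bHLH (22 and 15) and bZIP factors (8 and 5). The Dof gene MELO3C005001.2 went from 4.86 ± 0.728 (TMM-scaled FPKM, SD, n = 3) to 36.2 ± 9.49 and 2.16 ± 1.36 (log2 fold change 2.89, standard error 0.418, adjusted p = 0.000191), and the WRKY gene MELO3C007409.2 from 21.9 ± 8.69 to 149 ± 82.7 and 23.3 ± 6.40 (2.77, standard error 0.448, adjusted p = 0.000475). None of the families passed camera after chilling, where the smallest adjusted p was 0.179 for Dof factors.

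**Figure D3:**
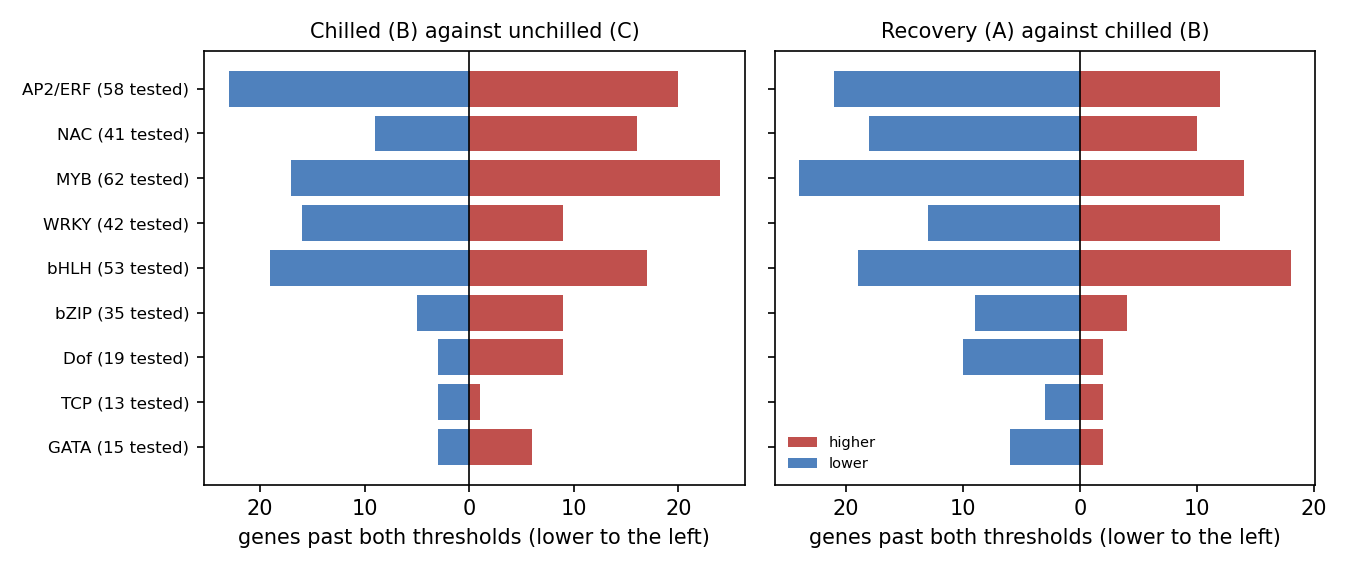
Numbers of genes of 9 transcription factor families that were differentially expressed between chilled and unchilled fruit (left panel) and between recovered and chilled fruit (right panel). Bars to the right count genes that were higher and bars to the left genes that were lower in the group named before the other; for Dof factors 9 rose and 3 fell after chilling, and 2 rose and 10 fell during recovery.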

The putative binding sites of some selected TFs were also found in the 1.5-kb promoter sequence of *CmAAT1* and *CmAAT3* (**Figure 8**), and all putative motifs were shown in **Supplementary Table S11** and **S12**. These observations indicated potential roles of the aforementioned TFs in regulation of VAE-related *AAT* expression during cold storage.

**Figure 8:**
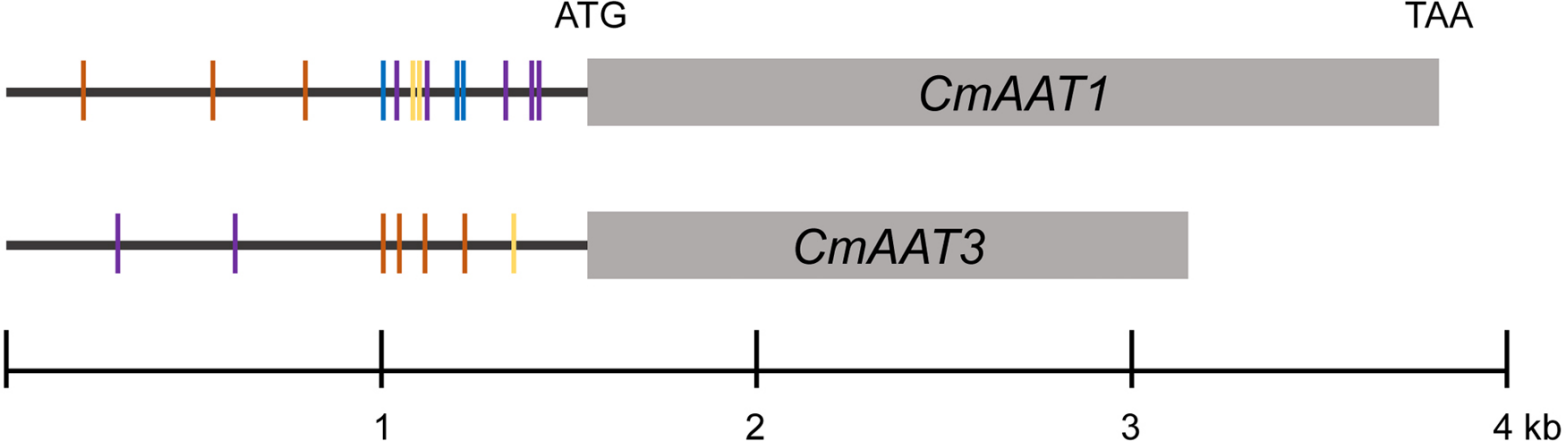
Analysis of *CmAAT1* and *CmAAT3* promoter sequences. TF binding motifs were shown in the 1.5-kb promoter regions. Purple, NAC (TTA/GCGT, (Lindemose et al., 2014); Blue, AP2/ERF (ACCGAC, Suzuki et al., 2005); Yellow, MYB (AACTG, Prouse and Campbell, 2012); Orange, AP2/RAV (CAACA, Zhang et al., 2020).

## Discussion

For decades, consumers have complained about the flavor of commercial fruit. In addition to breeding of modern cultivars with poor flavor, postharvest chilling treatment is known to result in fruit flavor loss (Zhang et al., 2016; Tieman et al., 2017; Klee and Tieman, 2018). VOCs are critical contributors to fruit flavor quality. Although different fruit often share many aroma characteristics, each fruit has a distinctive aroma determined by the proportions of key volatiles as well as the presence or absence of unique components (Gonda et al., 2010). Therefore, chilling-induced changes to flavor-associated VOCs can be various among fruit species. In our present study, we found that chilling resulted in reduction of flavor-associated esters, particularly VAEs in melon fruit, while other VOCs were only slightly altered. Finally, comparative metabolomic and transcriptomic analyses during temperature shift from 4°C to room temperature were performed to uncover the causes of melon flavor deterioration after chilling.

In climacteric melon, fatty acid- and amino acid-derived esters are the most abundant as well as the most important contributors to fruit flavor (Gonda et al., 2016). Approximately 50% of VOCs are VAEs at a ripe stage in the climacteric melon fruit used in this study. A previous study revealed that content of VAEs was reduced at the later maturity of the oriental melon (Guo et al., 2017). As known, low temperature can slow ripening progress (Zhang et al., 2021). Here, we found that total content of VAEs was remarkably lower in the chilled ripe melon than the unchilled fruit. Thus, chilling-induced reduction of VAE content is more likely caused by transcriptional regulation of the metabolic pathways.

Multiple flavor-associated pathway genes have been identified, and each of them plays an important role in regulating flux of metabolites throughout respective pathways (2012; Speirs et al., 1998; Chen et al., 2004; Gonda et al., 2010; Goulet et al., 2012; Goulet et al., 2015; Wang et al., 2019). However, flavor-associated VOCs and molecular regulation in response to chilling are still not fully understood in many fruit crops such as melon. In addition to the well-known pathway genes, we found that additional genes involved in flavor-associated VOC synthesis were also sensitive to chilling. 

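CmAADC1 (MELO3C008357.2, chromosome 3 from 4317484 to 4324850) is described in the deposited table as a serine decarboxylase. Its transcript was at 17.7 ± 1.17 (TMM-scaled FPKM, SD, n = 3) in unchilled, 3.51 ± 0.588 in chilled and 13.3 ± 1.12 in recovered fruit. It fell by 2.33 on the log2 scale after chilling (standard error 0.134, adjusted p = 3.73e-07 from edgeR's quasi-likelihood test) and rose by 1.91 during recovery (standard error 0.133, adjusted p = 1.05e-06). The value for recovered against unchilled fruit was -0.41 (standard error 0.125, adjusted p = 0.0289), below the fold threshold.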

An aromatic amino acid decarboxylase gene (named *CmAADC1*) was expressed in a lower level during chilling and partially recovered after 1 d at room temperature. Its homolog, tomato LeAADC2 plays a critical role in the initial step of biosynthesis of 2-phenylethanol and 2-phenylacetaldehyde (Tieman et al., 2006). Additionally, a methionine-gamma-lyase gene (*CmMGL*) associated with the presence of sulfur volatiles in melon was upregulated during cold storage and returned to a considerably lower level after transfer to room temperature (**Supplementary Tables S4**, **S5**). 

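CmMGL (MELO3C013774.2, chromosome 6 from 33344396 to 33347215), described as a cystathionine gamma-synthase, was at 74.9 ± 6.89 (TMM-scaled FPKM, SD, n = 3) in unchilled, 108 ± 20.2 in chilled and 72.9 ± 24.4 in recovered fruit. The log2 fold change was 0.53 after chilling (standard error 0.237, adjusted p = 0.0685 from edgeR's quasi-likelihood test) and -0.57 during recovery (standard error 0.237, adjusted p = 0.0525), neither past the thresholds. For recovered against unchilled fruit it was -0.04 (standard error 0.236, adjusted p = 0.913).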

GC-IMS analysis identified only sixty known VOCs and nine unknown VOCs (**Supplementary Table S1**). However, multiple VOCs that contribute to the fruit flavor were not measured in the used melon fruit, including 2-phenylethanol and sulfur volatiles. Sulfur volatiles are important contributors to melon aroma and can be detected in many melon varieties, but high levels may cause undesirable aroma (Gonda et al., 2013). Thus, it will be interesting to determine whether these flavor-associated VOCs are altered during temperature shift in melon fruit, other than VAEs.

In addition, expression levels of multiple TFs were altered in response to low temperature. In particular, some associated with fruit development were downregulated, including ripening-associated NOR and ethylene-responsive ERF (**Supplementary Tables S4**, **S5**). 

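Ethylene-responsive factors went both ways after chilling, with 20 higher and 23 lower of 58 tested, and the examples here are of those that fell. ERF106 (MELO3C017645.2) fell from 8.89 ± 4.98 (TMM-scaled FPKM, SD, n = 3) in unchilled to 0.276 ± 0.0690 in chilled fruit and returned to 9.11 ± 3.62 (log2 fold change -4.95, standard error 0.669, adjusted p = 0.000112 from edgeR's quasi-likelihood test, and 4.99 during recovery). ERF061 (MELO3C005747.2) fell from 20.6 ± 6.88 to 1.07 ± 0.251 (-4.25, standard error 0.432, adjusted p = 1.71e-05) and was at 1.42 ± 0.743 after recovery (-3.86 against unchilled fruit, adjusted p = 0.000271). Between recovered and unchilled fruit, 4 of the tested AP2/ERF factors were higher and 15 lower, 2 NAC factors were higher and 7 lower, 4 MYB higher and 7 lower, 2 WRKY higher and 12 lower and 2 bHLH higher and 6 lower, also when adjusted over the list alone. The APRR2-like response regulator gene MELO3C003375.2 fell from 282 ± 41.6 to 9.05 ± 1.45 and rose to 565.5 ± 41.9 (-4.97, standard error 0.169, adjusted p = 2.52e-08).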

Altered expression of these TFs during temperature shift would be expected to change numerous ripening processes, permitting the organ to redirect metabolic resources into more suitable stress responses (Zhang et al., 2016). Additionally, ripening has been a major focus of plant breeding in fleshy fruits, with special effort on the improvement of organoleptic quality and post-harvest durability (Ríos et al., 2017). Ripening-associated ETHQV6.3 encoded by a NAC domain TF (CmNOR) advances the ethylene production and activates the production of esters, changing the aroma profile of melon fruit (Santo Domingo et al., 2022). Thus, the altered expression levels of ripening-associated TFs cannot be ignored when examining melon flavor loss after cold storage. Besides, TFs are able to regulate expression of downstream genes *via* binding to elements in the promoter region (Schwechheimer et al., 1998). Notably, NAC and ERF binding motifs were observed in the promoter sequences of ester-associated *CmAAT1* and *CmAAT3* (**Figure 8**). Motifs involved in stress and hormone responsiveness were also found in the aforementioned promoter regions.

Climacteric ripening is characterized by the autocatalytic biosynthesis of plant hormone ethylene (Ríos et al., 2017). Ethylene synthesis was reduced after chilling with partial recovery after transfer to room temperature in tomato (Zhang et al., 2016). In melon, low temperature treatments inhibited ethylene production during storage (Zhang et al., 2015). Ethylene biosynthesis genes included aminocyclopropane carboxylate synthase (ACS) and oxidase (ACO). Conversion of S-adenosylmethionine to 1-aminocyclopropane-1-carboxylic acid by ACS is the first and committal step in the ethylene biosynthesis pathway, and ACO is involved in the final step of ethylene production in plant tissues (Pech et al., 2008). Of the multiple ACS and ACO enzymes reported in the melon genome, *CmACS1* and *CmACO1* are specific to fruit ripening as their expression increases in climacteric fruit after the burst of ethylene (Miki et al., 1995; Saladié et al., 2015). Initially, it was postulated that not ACO, but ACS is the rate-limiting enzyme in ethylene biosynthesis pathway (Adams and Yang, 1979; Houben and Van de Poel, 2019). However, an increasing amount of evidence has been gathered over the years, which demonstrates the importance of ACO, and not ACS, in controlling ethylene production in plants (English et al., 1995; Vriezen et al., 1999; Shi et al., 2006; Love et al., 2009; Van de Poel et al., 2012; Chen et al., 2016). In our study, *CmACO1* expression was downregulated after chilling. However, *CmACS1* displayed an opposite expression pattern in response to low temperature. The last step of ethylene biosynthesis is likely to be controlled by rate-limiting enzyme CmACO1, rather than CmACS1 involved in the initial step.

Sugar and organic acid accumulation were ethylene-independent (Pech et al., 2008; Ríos et al., 2017). Accordingly, fructose, glucose and citrate were not substantially affected after chilling (**Figure S3**). Conversely, the production of aroma volatiles was strictly ethylene-dependent. Ethylene has an important role in ester biosynthesis in climacteric fruit including peach and apple (Wang et al., 2018; Cao et al., 2021; Santo Domingo et al., 2022). A previous study revealed that ethylene levels were lower in chilled oriental melon (Zhang et al., 2015), showing the same pattern as we observed for VAEs. Climacteric melon has a peak of ripening, controlled by increased ethylene (Pech et al., 2008; Santo Domingo et al., 2022). Multiple genes involved in ester biosynthesis were regulated by ethylene production in melon. The expression of *CmAAT1* was severely reduced in ethylene-suppressed antisense 1-aminocyclopropane-1-carboxylic acid oxidase fruit and in wild-type fruit treated with the ethylene antagonist 1-methylcyclopropene (1-MCP) (Yahyaoui et al., 2002). In addition, both 1-MCP and low temperature downregulated *CmLOX18* expression (Zhang et al., 2015). As observed in our work, a key ethylene regulator, *CmACO1* was downregulated after cold storage, which likely resulted in reduced ethylene production. Consistently, expression of *CmLOX18*, *CmAAT1* and *CmAAT3* were found to be decreased after chilling and recovered after a return to room temperature.

VAEs were remarkably altered in response to chilling. However, total volatile aldehydes and alcohols derived from fatty acids and amino acids were only slightly affected by chilling. During cold storage, the reduced *CmAAT1* and *CmAAT3* expression can be responsible for the lower VAE content, in turn resulting in higher volatile alcohols. Similarly, reduced transcript of *CmADH1* and *CmADH2* resulted in less conversion of volatile aldehydes. GC-IMS analysis showed that content of some aldehydes even increased after chilling. In addition, CXEs are responsible for conversion of VAEs to alcohols (Goulet et al., 2015). Interestingly, the transcripts of two tomato homologs in melon, *CmCXE1* and *CmCXE2*, were higher in chilled melon fruit and downregulated after 1-d recovery at room temperature (**Supplementary Tables S4**, **S5**), which indicated that CXE-catalyzed biosynthesis of volatile alcohols might increase during cold storage. Additionally, content of some upstream metabolites in the fatty acid pathway increased after cold storage. Thus, a metabolic balance of intermediate products occurred during cold storage, and it seems that chilling reduced VAE content was a result of transcriptional regulation.

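CmCXE2 (MELO3C014690.2, chromosome 5 from 360960 to 362187) encodes a carboxylesterase, which cleaves esters, and was at 2.49 ± 0.326 (TMM-scaled FPKM, SD, n = 3) in unchilled, 6.87 ± 1.84 in chilled and 3.28 ± 0.599 in recovered fruit. It rose by 1.46 on the log2 scale after chilling (standard error 0.252, adjusted p = 0.000499 from edgeR's quasi-likelihood test), a call that ended under library totals and under limma on log2 FPKM. Its change during recovery was -1.07 (standard error 0.247, adjusted p = 0.00299), a call that ended under those settings, without the filter on FPKM, with 2 groups in the fit, and without replicate 3 of group A or of group B. CmCXE1 (MELO3C010887.2, chromosome 3 from 30217479 to 30218635) lay below the filter and was not tested, with 5 counts in unchilled, 65 in chilled and 10 in recovered fruit over the 3 libraries of each group, and levels of 0.0815 ± 0.0598, 1.42 ± 0.250 and 0.150 ± 0.195. The 1 tested gene that carries the word carboxylesterase in its description, MELO3C009925.2, fell after chilling, and it did not pass during recovery, also when adjusted over the list alone.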

## Conclusion

We combined sensory evaluation, transcriptomic and metabolomic analyses to determine the impact of postharvest chilling on the flavor of melon fruit. In summary, consumer panel tests indicated a negative change in the flavor of the chilled melon fruit in comparison with the unchilled. Melon flavor-associated VAEs derived from fatty acids and amino acids represents the dominant esters, showing considerably lower content after cold storage. Additionally, metabolomic analysis suggested that the corresponding upstream metabolites including linoleic acid, linolenic acid, phenylalanine and KIC were also altered in the chilled fruit. Transcripts for various key VAE synthesis genes, such as *CmLOX18*, *CmADH1*, *CmAAT1*, *CmCXE1*, *CmArAT1* and *CmBCAT1*, ripening-related TF, such as *CmNOR* and hormone regulators, such as *CmACO1* were significantly changed during cold storage. Most of the chilling-induced changes recovered after transfer to the room temperature. 

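Of the 3931 genes that fell after chilling, 3109 (79.1%) rose during recovery, and of the 3318 that rose, 2800 (84.4%) fell during recovery (edgeR's quasi-likelihood test, n = 3 libraries per group). Under library totals these classes held 4669 and 1859 genes. Of the 3109 and 2800 genes, 2827 (90.9%) and 2447 (87.4%) were not called between recovered and unchilled fruit, which leaves open smaller differences. Over all 15022 tested genes only 12.8% were called in that comparison, so these shares are near that of all genes. Among the genes that fell and rose again, 135 were still lower and 147 were higher after recovery than in unchilled fruit, and among those that rose and fell again 252 were lower and 101 were higher. A further 753 genes that fell and 511 that rose after chilling did not pass during recovery, and 69 fell and 7 rose again in the same direction. Genes that fell, rose again and were not called between recovered and unchilled fruit include CmAAT1 and CmADH2, whereas CmLOX18 and CmHPL1 were not called higher after recovery than in chilled fruit. Both comparisons share the chilled libraries, which by itself makes their fold changes move against each other. If the calls were independent, 988.6 and 838.9 genes would be expected in the opposite classes, and simulated unchanged groups gave at most 1 such gene in 20 simulations. These simulations hold no difference between groups, so few calls were possible in them. They show what noise in the shared libraries gives, not the effect of the sharing where chilled fruit truly differ. The coefficient between both sets of fold changes across genes was -0.873 against -0.52 in the simulations, and the covariance -3.25 against -0.0469, a difference of -3.20.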

In general, chilling resulted in flavor loss of melon fruit, in large part due to the reduced VAE content. Our study provided a molecular basis for the understanding of melon fruit flavor loss during cold storage.

## Data availability statement

The RNASeq data presented in the study are deposited in the NCBI-GEO (Gene Expression Omnibus) repository, accession number GSE220934.

## Author contributions

HZ and XL designed and performed the experiments, also analyzed data and contributed to the writing of the manuscript. XZ, RX and YY contributed to part of data analysis. MA contributed to the consumer preference analysis and revised the manuscript. CY supervised part of the research and reviewed the manuscript. DT reviewed and revised the manuscript. XL supervised the research. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Postharvest chilling diminishes melon flavor via effects on volatile acetate ester biosynthesis
**Source:** Front Plant Sci. 2023 Jan 6;13:1067680. doi: 10.3389/fpls.2022.1067680
**Supplement:** Supplementary file 1

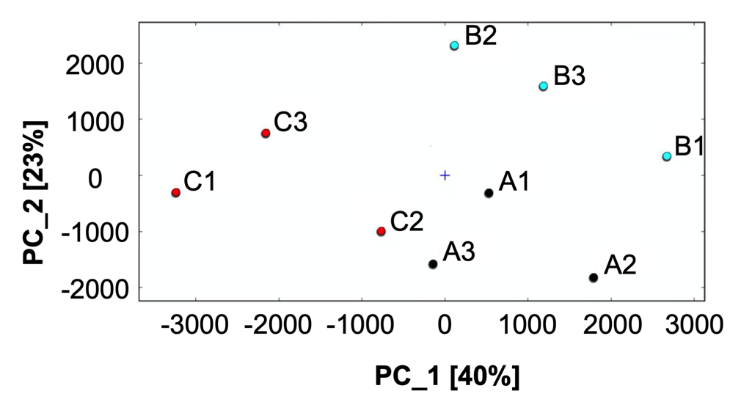

Supplementary Figure S1. Principal component analysis of differential content of VOCs Group A, B and C.

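The volatiles of Supplementary Table S1 were measured by headspace gas chromatography with ion mobility spectrometry, and the table gives the signal volume of 82 peaks in 3 replicates per group. Summed over all peaks, the signal was 72369 ± 5159 (SD, n = 3) in chilled fruit, or 72.7% of that in unchilled fruit (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 replicates allow), and recovered fruit had 86.4% of it (p = 0.2 from the same exact test). Acetate esters in chilled fruit were 69.0% of the unchilled sum (exact permutation p = 0.1), ketones 48.6% (exact p = 0.1), alcohols 77.6% (exact p = 0.1), aldehydes 82.0% (exact p = 0.5) and other esters 86.2% (exact p = 0.6). Esters made up 72.5% of the signal in recovered, 76.3% in chilled and 75.3% in unchilled fruit, and acetate esters 76.4, 68.2 and 72.9% of the esters. For 26 of the peaks every chilled replicate lay below every unchilled one, for 9 above and for 47 they overlapped, where chance separates 10%. Of 11 acetate ester peaks, 6 lay below and 1 above, and of 8 ketone peaks 6 lay below and 0 above.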

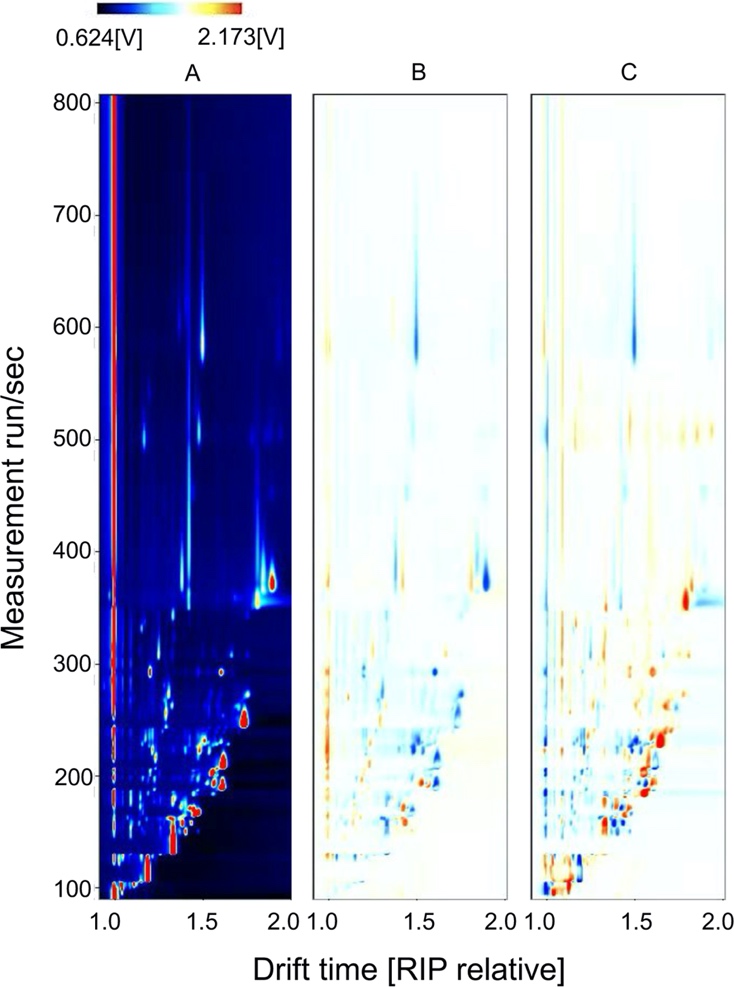

Supplementary Figure S2. Differential HS-GC-IMS images (2D topographic) of VOCs in the samples of three groups. The differential 2D ion mobility spectrums of volatiles in melon fruit after chilling followed by 1-d recovery at room temperature (Group A), after chilling only (Group B) and harvested on day 8 (Group C). A red dot signifies that the VOC showed a higher abundance in the sample of Group B and C than in Group A, whereas a blue dot signifies that the level of the VOC in the sample of Group B and C was lower than in Group A.

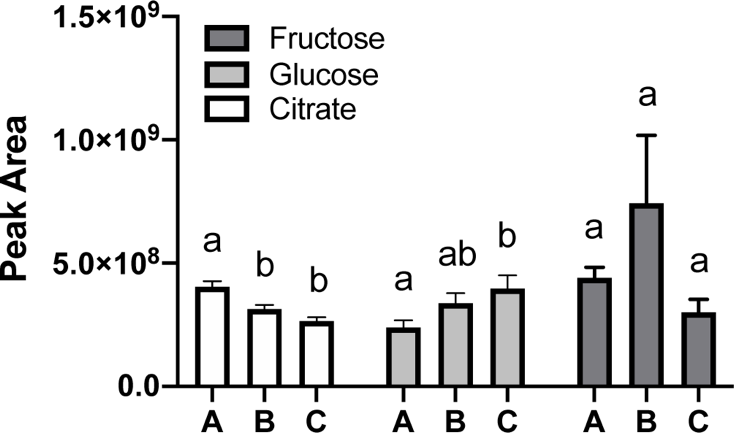

Supplementary Figure S3. Statistical analysis of fructose, glucose and citrate content in the three groups. Significant differences in sugars and acids are denoted by different letters (p-value < 0.05).

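Fructose, glucose and citrate in Supplementary Table S2 are signal intensities of 6 replicates per group, given here in units of 1e6. The paper gives n = 6 for the metabolites in a figure legend, but 3 replicates per group for the fruit and the same materials for RNA and metabolites, so the 6 values may be repeats of 3 replicates, and the exact tests below hold only if the 6 are independent; 3 against 3 replicates allow no exact p under 0.1. Citrate was at 266 ± 36.3 (SD, n = 6) in unchilled, 314 ± 39.8 in chilled and 405 ± 53.9 in recovered fruit, with an exact permutation p (two-sided) of 0.00216 for recovered against unchilled fruit (adjusted p = 0.0194), 0.00649 against chilled fruit (adjusted p = 0.0292) and 0.0541 for chilled against unchilled fruit (adjusted p = 0.0834). Glucose was at 396 ± 132, 338 ± 97.9 and 239.7 ± 69.0, with the smallest exact p = 0.0216 between recovered and unchilled fruit (adjusted p = 0.0648). Fructose was at 300.4 ± 129, 743 ± 674 and 441 ± 104, and no pair of groups passed (exact p = 0.0541 for chilled against unchilled fruit, adjusted p = 0.0834). The chilled fructose mean rests on replicate 4 at 2064.8, and without it, a choice made after the value was seen, the mean was 478 ± 210.2 (n = 5, exact permutation p = 0.117). Adjusted values are by Benjamini-Hochberg over the 9 comparisons of 3 compounds.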

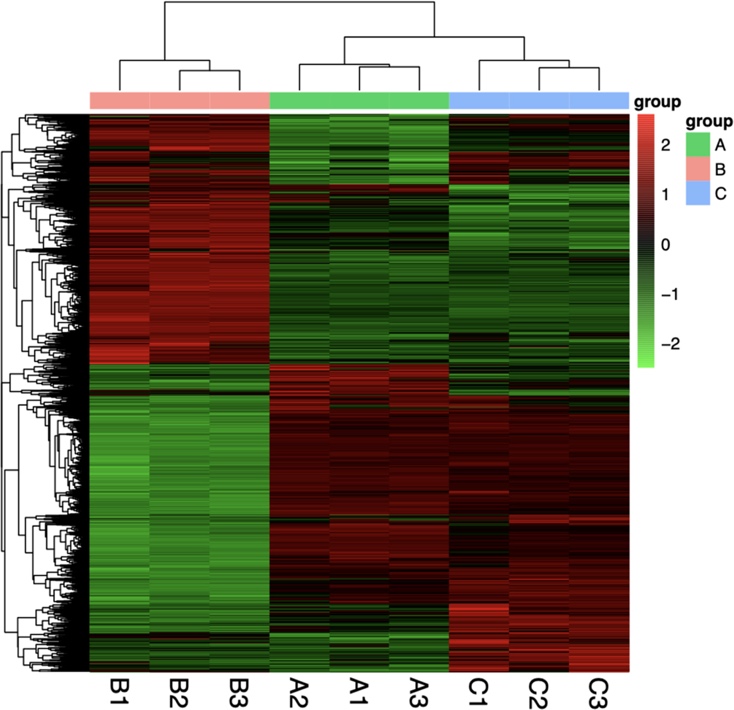

Supplementary Figure S4. A heatmap of centered and scaled FPKM of DEGs in Group A, B and C.

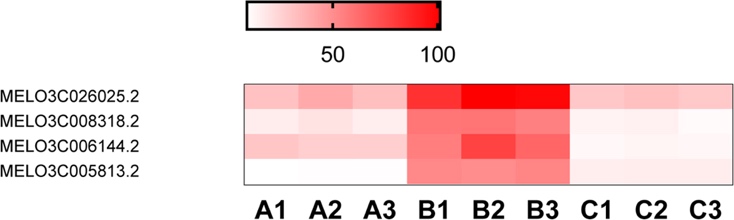

Supplementary Figure S5. A heatmap of melon dehydration responsive-element binding TFs in Group A, B and C.

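A pair of genes of this heat map carries the description dehydration-responsive family protein and is not on the list of DREB factors. MELO3C006144.2 rose from 10.6 ± 0.400 (TMM-scaled FPKM, SD, n = 3) in unchilled to 82.4 ± 11.7 in chilled fruit (log2 fold change 2.95, standard error 0.115, adjusted p = 4.59e-08 from edgeR's quasi-likelihood test) and stayed above the unchilled level after recovery, at 24.4 ± 1.80; it overlaps a gene on the opposite strand with a mean FPKM of 24. MELO3C005813.2 rose from 13.8 ± 0.226 to 65.1 ± 3.13 (2.24, standard error 0.0683, adjusted p = 1.89e-08) and was at 8.06 ± 0.00831 after recovery (-0.78 against unchilled fruit, adjusted p = 0.000108, below the fold threshold).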

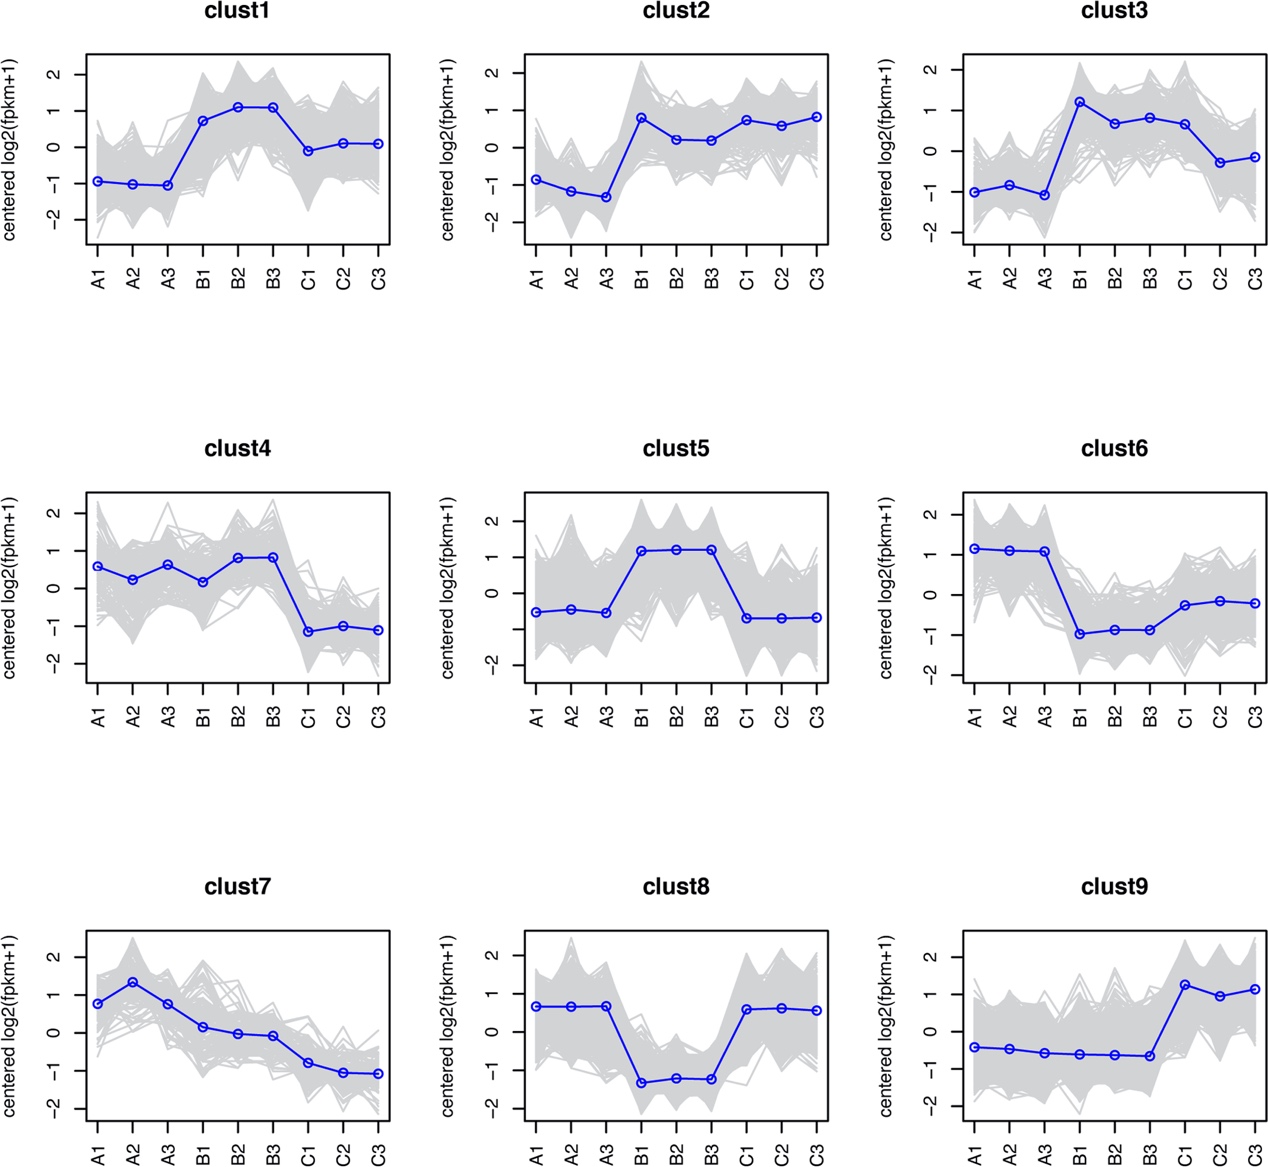

Supplementary Figure S6. DEGs identified in this study was classified into nine clusters. Grey lines indicate gene expression patterns, and blue lines indicate the average of gene expression in each cluster.

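The clusters rest on genes called in at least 1 of the 3 comparisons. By edgeR's quasi-likelihood test at an absolute log2 fold change above 1 and an adjusted p below 0.05, 711 genes were called in all 3 comparisons and 5274 both between chilled and unchilled and between recovered and chilled fruit alone. Chilled against unchilled fruit alone held 810 genes, recovered against chilled fruit alone 1042 and recovered against unchilled fruit alone 211. A further 549 genes were called in recovered against chilled and against unchilled fruit, and 454 in chilled against unchilled and recovered against unchilled fruit. The clustering itself was not repeated here.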

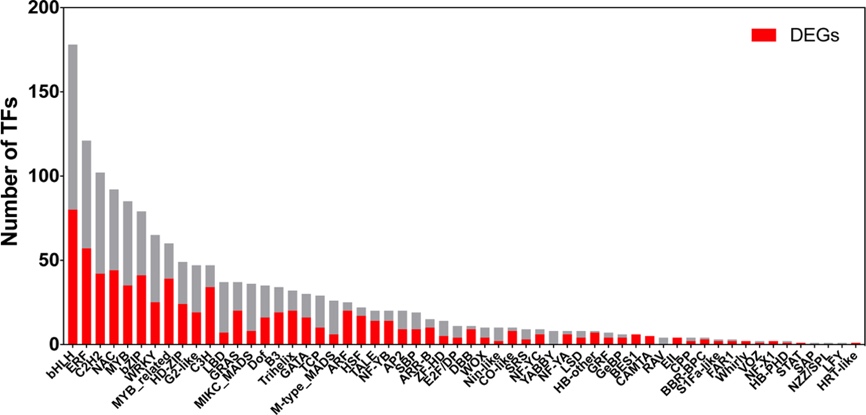

Supplementary Figure S7. Number of TF family members and differentially expressed TFs.

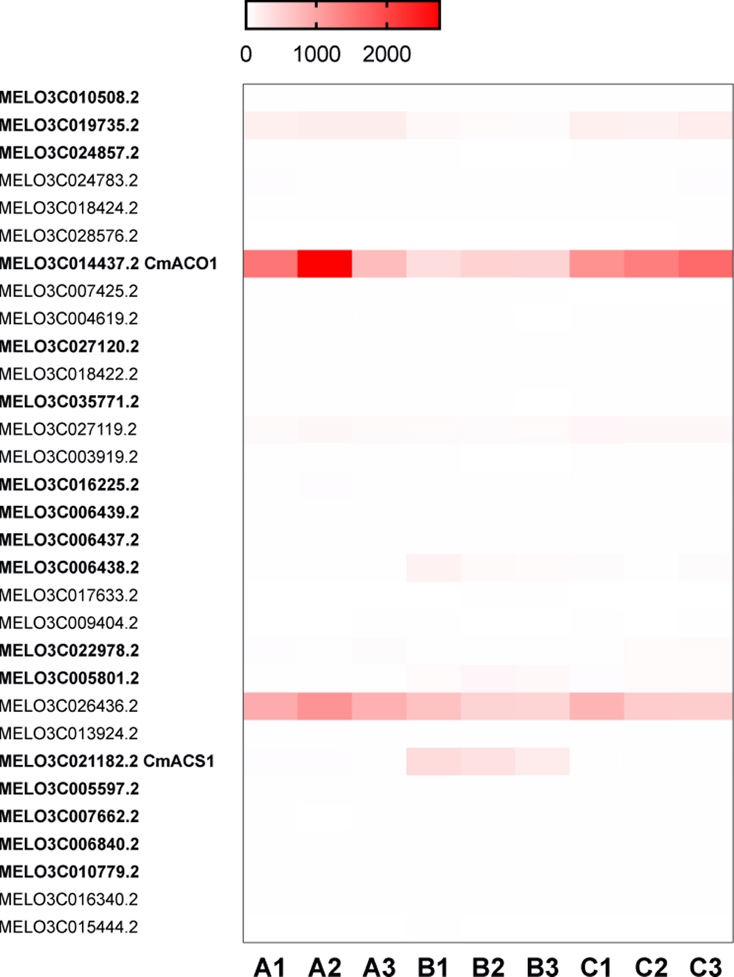

Supplementary Figure S8. A heatmap of melon ACO and ACS genes.

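Other members of both families moved after chilling. The ACC synthase gene MELO3C007662.2 rose to 8.91 ± 4.91 (TMM-scaled FPKM, SD, n = 3) in chilled fruit from 0.129 ± 0.0305 (log2 fold change 6.06, standard error 0.603, adjusted p = 1.38e-05 from edgeR's quasi-likelihood test) and fell by 6.68 during recovery. The ACC oxidase MELO3C019735.2 fell from 151 ± 24.3 to 65.1 ± 19.3 (-1.21, standard error 0.197, adjusted p = 0.000394) and returned to 162 ± 8.57, and MELO3C016225.2 fell by 2.11 (standard error 0.184, adjusted p = 5.06e-06) and rose by 2.48. Among genes described as homologs of ACC oxidase, MELO3C006439.2 rose by 2.71 (standard error 0.309, adjusted p = 3.18e-05) and MELO3C006438.2 rose by 2.03 (standard error 0.580, adjusted p = 0.0113; 1.38 without replicate 1 of group B, and a call that ended at an adjusted p below 0.01). The latter fell to 0.747 ± 0.430 after recovery, below its unchilled 24.4 ± 12.9. Across the 16 ACC oxidases camera gave an adjusted p = 0.685 after chilling and across the 6 ACC synthases 0.903, where the median (-1.06) and the mean (0.81) of the fold changes differ in sign.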

How the deposited data were processed for this re-analysis (not part of the article)

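RNA was sequenced from ripe fruit of melon 'HT' in 9 libraries, with 3 replicates each of fruit stored at 4°C for 7 d and then kept at about 22°C for 1 d (group A), fruit stored at 4°C for 8 d (group B) and fruit harvested on day 8 (group C). Each replicate held 3 fruits. The authors deposited one table with read counts and FPKM per gene and library, made from trimmed and aligned reads as the paper's methods describe. The deposited FPKM equal the count divided by the gene length and by the library total, with a largest difference of 4.5e-11, and 49.9% of the gene lengths are multiples of 3, so that lengths are not those of coding sequences throughout. All columns of values were used. The counts were taken as read counts without normalization. Their depth is 15508367 to 19011486 per library, with 18219 to 18581 genes seen in each. The genome build of the coordinates is not named in the table; the paper's methods name DHL92 version 3.5.1. The first part of Supplementary Table S3 in the sources used here holds 1884 genes, and all 1884 have counts equal to the deposited ones.

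Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest with robust fits, TMM factors, all 9 libraries in one fit, no block). Genes with a mean FPKM above 1 were kept. Thresholds were an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.05 over the kept genes of a comparison. The common biological coefficient of variation was 0.191. Standard errors are the absolute log2 fold change divided by the square root of the quasi-likelihood F. They are not computed from the SDs printed beside them. On simulated negative binomial counts with the means, dispersions and depths of these libraries and 200 genes changed by 1.5 or 3 on the log2 scale, the test recovered 82% and 95% of changed genes with 9 false calls, DESeq2 86% and 99% with 23, and limma on log2 FPKM 78% and 98% with 8. The simulated changes were few among 15022 genes and balanced in direction, whereas 48.3% of genes were called between chilled and unchilled fruit. These rates therefore do not test the scaling, on which the balance of directions depends. Principal components used the variance-stabilizing transformation of DESeq2 1.42.0 and the 500 genes of the highest variance, and correlations were Pearson coefficients of FPKM across kept genes. Folds against a group with no counts are lower bounds against a floor of 3 counts over the group, and ratios against 1 to 3 counts carry a 95% counting interval; both cover counting error only.

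Groups of genes were 48 lists of words in the gene descriptions, of which 40 had at least 5 tested members and were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset inter-gene correlation 0.01), with an estimated correlation as the alternative. On simulated data a list of 30 genes shifted by 0.8 was recovered and no unchanged list was called. The simulated genes were drawn independently of each other, so this does not test the preset correlation. Of the 40 tested lists, 5 passed for chilled against unchilled, 1 for recovered against chilled and 6 for recovered against unchilled fruit, and 0 passed in any comparison with an estimated correlation. Counts per list are given over all tested genes and adjusted over the list alone. For comparison, 48.3% of all tested genes were called for chilled against unchilled, 50.4% for recovered against chilled and 12.8% for recovered against unchilled fruit. The comparisons, thresholds, lists, alternatives and the rule for named genes were fixed before the data were examined, except that values of the first genes of Supplementary Table S3 and the colours of the paper's heat maps were visible.

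Genes were named by a rule with 3 parts. The first takes every gene the paper names with an ID in its text, in Table 1, or in Figure 4, Supplementary Figure S5 or Supplementary Figure S8. The next takes, for each comparison, the 10 genes with the highest and the 10 with the lowest log2 fold change among called and described genes whose libraries do not overlap between the groups and whose mean FPKM is at least 10 in the higher group. The last takes the 2 highest and 2 lowest of each list under the same conditions with a mean FPKM of at least 5. The lipid-transfer protein and the carboxylesterase named beside CmCXE2 were chosen after their values were seen.

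Alternatives were DESeq2, its size factors in edgeR, library totals, no filter, the filter of edgeR (filterByExpr), a block for the replicate number, a fit with 2 groups, limma on log2 FPKM with a pseudocount of 1 or 0.1, an adjusted p below 0.01, no fold-change threshold, and each library left out in turn. DESeq2 without the FPKM filter was added after the counts of calls were seen, and fructose without 1 outlying replicate after its value was seen. Gene lengths, random lists (10000 per test), simulated unchanged groups (20) and all 10 splits of each pair of groups served as further checks. Volatiles and sugars of the supplementary tables were compared by exact permutation tests in Python 3.11.15 with scipy 1.17.1, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. The co-expression modules, the promoter motifs, the quantitative PCR, the sensory scores and the pathway metabolites of the paper were not analysed here. The relation of transcript levels to ester content was not computed. Across the 9 samples it would largely reflect the 3 separate groups, and within a group only 3 samples are left.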

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

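The test of surface tissue in the photosystem genes was chosen only after its result was seen; the other tests here were set before. Gene lists that the paper does not discuss passed the camera test with the preset correlation, and none passed with an estimated one (adjusted p from 0.776). In chilled against unchilled fruit, the median log2 fold change was -0.95 for carotenoid synthesis and cleavage (2 higher and 13 lower of 27), -1.22 for photosystem and chlorophyll-binding proteins, 0.35 for cytosolic ribosomal proteins, 0.30 for proteasome subunits and -1.70 for phenylpropanoid and lignin enzymes (5 higher and 26 lower of 49). In recovered against chilled fruit it was -0.91 for ribosomal proteins. In recovered against unchilled fruit it was -0.37 for jasmonate synthesis and signalling, -0.82 for photosystem proteins, -0.64 for ribosomal proteins, 0.74 for proteasome subunits, -0.60 for phenylpropanoid and lignin enzymes and -1.28 for cutin and wax enzymes. Fructose in replicate 4 of the chilled fruit was 2064.8 in units of 1e6, far above the other replicates of its group (gap over range 0.711, past the critical value of Dixon's test), and chance marks about 1 in 20 groups in this way.

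As a list, photosystem and chlorophyll-binding genes were lower in both stored groups than in fruit harvested on day 8. Of 30 genes, 0 were higher and 13 lower after recovery, and 2 were higher and 19 lower after chilling. With an estimated correlation camera did not pass the list (adjusted p = 0.822 and 0.776). Low expression of these genes is argued against, since the median of -0.82 in recovered against unchilled fruit lies outside the central 95% of random lists matched on mean expression (-0.255 to 0.209). That test asked little, since members such as MELO3C012912.2 were among the most abundant transcripts. More surface tissue in the unchilled samples may account for it, since the median of the cutin and wax list in chilled against unchilled fruit, -1.07, lies below the central 95% of matched random lists (-0.733 to 0.681). Random lists leave out the correlation among listed genes (0.273 estimated for the cutin and wax list, 0.559 for the photosystem list), so both ranges may be too narrow. The cutin and wax list did not pass camera in that comparison (adjusted p = 0.417), so the explanation by surface tissue stays open. Storage and the later harvest date both set group C apart from the other groups, so a loss during storage and a difference at harvest stay open as untested biological explanations.

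Between recovered and unchilled fruit, ribosomal protein genes were lower as a list (1 higher and 11 lower of 157, camera adjusted p = 1.39e-24, and adjusted p = 0.813 with an estimated correlation). Proteasome genes were higher (10 higher and 1 lower of 46, camera adjusted p = 8.9e-20, and adjusted p = 0.813 with an estimated correlation). Without the fold threshold, 4 ribosomal protein genes were higher and 135 lower, and 42 proteasome genes higher and 1 lower. Over all 15022 tested genes, 550 were higher and 1375 lower past both thresholds, and 2619 and 2875 without the fold threshold. The ribosomal shift is thus one of most members by less than the fold threshold. Gene length is argued against, since the medians of -0.64 and 0.74 lie outside the central 95% of length-matched random lists (-0.132 to 0.0831 and -0.184 to 0.17). These random lists too leave out the correlation among listed genes (0.417 and 0.324 estimated), so their ranges may be too narrow. Examples are the ribosomal protein L18a (MELO3C002719.2, -1.23, standard error 0.127, adjusted p = 0.000233) and a 26S protease regulatory subunit (MELO3C004218.2, 1.43, standard error 0.0871, adjusted p = 3.97e-05), by edgeR's quasi-likelihood test with n = 3. In chilled against unchilled fruit the directions depend on the scaling, since under library totals the medians are -0.14 and -0.20 in place of 0.35 and 0.30. Harvest date and storage stay open as untested biological explanations.

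Scaled by library totals, the median gene was lower in chilled than in unchilled fruit, at -0.56. A few genes taking most of the counts is argued against as the source. Without the 200 genes that were among the 100 most abundant of any group, which hold 21.5 to 22.8% of the counts, the median was -0.54. A wider shift of counts toward the 1000 most abundant genes stays open, as does a change of total RNA per fruit, which was not measured. No biological explanation was tested.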

How the results depend on the processing

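DESeq2 without the FPKM filter and fructose without replicate 4 of the chilled fruit (neither pair with chilled fruit passed, exact permutation p = 0.117 and 0.716) were chosen only after the values were seen; all other settings were set before. Under the former, 8572, 8975 and 2485 genes were called for chilled against unchilled, recovered against chilled and recovered against unchilled fruit. DESeq2, its size factors in edgeR, the edgeR filter, no filter, 2 groups in the fit and library totals kept each total of called genes within 1.5 times the 7249, 7576 and 1925 reported. With the replicate block the counts were 7549 and 1855 for the latter 2 comparisons and 3302 higher and 3925 lower for the former. Nothing in the sample labels says that equal replicate numbers belong together. Of 9 libraries, 4 were closest to one of their own number (r of -0.137 to 0.149, against -0.163 to 0.122 for other numbers). So few libraries cannot exclude a shared day or batch. With the block 7, 1 and 6 lists passed, the chloroplast-encoded and accession-section lists in addition for chilled fruit (both 0.0458). Without a fold-change threshold 11326 (5442 higher), 11578 (5680 higher, 5898 lower) and 5494 (2619 higher, 2875 lower) genes passed, the recovery classes held 4854 (lower, then higher) and 4787, and 3107 of them were called between recovered and unchilled fruit. The recovery classes were 4669 and 1859 under library totals. Under limma on log2(FPKM + 1), 2066 genes rose after chilling, 2337 fell during recovery, 1705 did both and 404 of the recovery classes were called between recovered and unchilled fruit; with a pseudocount of 0.1, 2204 rose and 1810 did both; at an adjusted p below 0.01 in edgeR, 415 of the recovery classes were called between recovered and unchilled fruit, against 635 reported. The limma settings change the test, the pseudocount and the scaling together. Library totals in edgeR change the scaling alone and gave nearby counts, with 2241 higher after chilling and 2584 lower during recovery. A call that ended under both settings may thus rest on the scaling alone. What the test and the pseudocount add was not tested apart. With an estimated correlation 0, 0 and 0 lists passed in place of 5, 1 and 6 (unadjusted p under 0.05 in 0, 0 and 1). Leaving out 1 library gave 7136 to 7262 (3246 to 3318 higher, 3868 to 3944 lower), 7389 to 7585 (3690 to 3781, 3699 to 3847) and 1638 to 1980 calls (465 to 563, 1127 to 1417), recovery classes of 3047 to 3109 and 2732 to 2796 with 536 to 627 called between recovered and unchilled fruit, and 3 to 6, 1 to 1 and 5 to 7 lists (3 without B replicate 2). PC1 and PC2 held 75.15 and 15.26% on log2 CPM and 82.02 and 14.03% on log2 FPKM, where mean correlations were 0.9792 (A with A), 0.7238 (A with B), 0.9122 (A with C), 0.7441 (B with C) and 0.977 (C with C). On monomer peaks alone, volatiles of chilled fruit were 78.2% of the unchilled; leaving out 1 replicate gave 69.25 to 75.64%, for recovered fruit 82.29 to 89.34%, and for acetate esters 65.07 to 74.29% and 82.24 to 93.89%. On log2 intensities the exact permutation p was 0.0411 for glucose (recovered against chilled) and 0.0476 for citrate (chilled against unchilled). Of 723 calls of named genes, 591 held under every setting run and 132 ended under at least 1; the one reversal was CmCBF1 (MELO3C006869.2) from chilled to recovered fruit, -1.499 without A replicate 1. Splits of the 6 libraries of a comparison number 10, of which 1 as large (the real one) was found in each, with 7235, 7587 and 1877 calls against 0 in every other split (at most 114, 82 and 140 at an unadjusted p): too few splits for a share under 0.05. Pairs of replicates had a chi-square per degree of freedom of 6.8 to 51.5, where counting noise alone gives 1; rare transcripts such as CmCXE1 and CmAAT3 rest on few counts.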

Differences from the paper's values

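DESeq2 without the FPKM filter and the scale of 2 reads per count were chosen only after the values were seen; the other settings named here were chosen before the data were examined. The paper reports a decrease of total volatiles of 73% in chilled fruit, and the peaks of Supplementary Table S1 give a decrease of 27.3%, with chilled fruit at 72.7% of unchilled fruit. None of the alternatives run brings it within 1.5 times of the paper's value, since monomer peaks alone gave 21.8% and leaving out 1 replicate gave 24.4 to 30.8%. The paper reports 37300202 to 46422461 mapped reads per sample, and the counts in genes are 15508367 to 19011486, with each count standing for 1 read pair if pairs were counted. On the scale of 2 reads per count, chosen after the values were seen, they are 31016734 to 38022972, within 1.5 times of the paper's. No alternative bears on the library totals.

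For recovered and unchilled fruit, the paper gives more genes as upregulated than as downregulated (1824 and 653), where 550 were higher and 1375 lower in recovered fruit; on the scale of unchilled over recovered fruit these are 1375 and 550. For chilled and unchilled fruit the paper also gives more genes as upregulated (4272 and 3977), where 3318 were higher and 3931 lower in chilled fruit. On the scale of unchilled over chilled fruit these are 3931 and 3318. The paper does not state which group is the numerator. The paper states that CmLOX18 recovered at room temperature, and the value from chilled to recovered fruit was 0.62 (adjusted p = 0.184 from edgeR's quasi-likelihood test); it was called under library totals. For CmAAT3, which the paper also states recovered, the value was 2.17 (adjusted p = 0.0726); it was called under DESeq2, library totals, the replicate block, 2 groups in the fit, limma with a pseudocount of 0.1, without replicate 1 or 3 of group C, and under DESeq2 without the FPKM filter, which was chosen after the values were seen. The paper states that CmHPL2 recovered. Its value over chilled fruit, 0.76, passed the adjusted p but lay below the fold threshold, and it was not called between recovered and unchilled fruit. CmLOX8, which the paper gives only as altered after chilling, had 0.79 over chilled fruit. Both genes were called under library totals, limma on log2 FPKM and without a fold-change threshold. The paper also reports quantitative PCR of CmLOX8, CmLOX18, CmHPL2 and CmCXE1, which was not analysed here. The paper states that CmPDC1 was reduced after chilling, where its value was -0.28 (adjusted p = 0.482). CmADH2, which the paper places higher after recovery than in unchilled fruit, had 0.43 (adjusted p = 0.392), whereas CmADH1 was higher (1.40). CmMGL, which the paper states was upregulated in the cold, had 0.53 (adjusted p = 0.0685). CmCXE1 lay below the filter on FPKM. The paper states that CmACO1 was the highest of its family, which held for the means in unchilled and recovered fruit. In chilled fruit the mean of MELO3C026436.2 was higher (669.6 against 545), but the ranges of mean and SD overlap. No test compared these genes with each other. Of the positive regulators of Table 1, the C3H, GATA25 and STAT genes stayed below the fold threshold after chilling and these and the CPP gene during recovery, and of the negative regulators the MYB-related gene during recovery.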

Other observations

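No test in this part was chosen only after its result was seen. Of 27 tested carotenoid genes, 2 rose, 13 fell and 12 did not pass after chilling, with a camera adjusted p = 0.0266 (adjusted p = 0.776 with an estimated correlation), and 14 rose and 3 fell during recovery (edgeR's quasi-likelihood test, the same counts adjusted over the list alone). During recovery the list did not pass camera (adjusted p = 0.101). Library totals gave 1 higher and 18 lower after chilling, and 17 higher and 0 lower during recovery. One of the 2 that rose after chilling was a beta-carotene 3-hydroxylase (MELO3C005703.2), which went from 43.2 ± 6.22 (TMM-scaled FPKM, SD, n = 3) to 135 ± 23.1 (log2 fold change 1.64, standard error 0.157, adjusted p = 9.55e-06). Phenylpropanoid and lignin enzymes passed camera after chilling as well (adjusted p = 0.0266, and adjusted p = 0.776 with an estimated correlation). The cinnamyl alcohol dehydrogenase MELO3C019548.2 fell from 56.0 ± 12.9 to 1.17 ± 0.258 (-5.58, standard error 0.252, adjusted p = 1.11e-07), and 19 enzymes of this list rose and 11 fell during recovery, with the counts of both comparisons the same adjusted over the list alone. This list did not pass camera during recovery (adjusted p = 0.473). Of 61 tested genes of cell wall loosening and pectin breakdown, 17 rose and 26 fell after chilling (18 and 26 adjusted over the list alone) and 21 rose and 16 fell during recovery. Under library totals 9 of them rose and 31 fell, then 30 rose and 11 fell. The polygalacturonase-1 beta subunit MELO3C010662.2 fell from 283 ± 105 to 3.72 ± 0.310 (-6.24, standard error 0.293, adjusted p = 1.64e-07) and returned to 165 ± 6.08. Ribosomal protein genes went from 19 higher and 12 lower of 157 after chilling to 6 higher and 68 lower during recovery (camera adjusted p = 2.26e-09, and adjusted p = 0.799 with an estimated correlation), and under library totals these were 5 higher and 27 lower, and 13 higher and 26 lower. Proteasome genes had 12 higher and 1 lower of 46 after chilling and 2 higher and 4 lower during recovery, and under library totals 8 higher and 5 lower, and 20 higher and 0 lower.

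Other lists had members moving both ways, and those tested with camera did not pass for these comparisons. After chilling and during recovery, as numbers of genes higher and lower by edgeR's quasi-likelihood test, ethylene perception and signalling had 3 and 4, then 3 and 4 of 14, sucrose metabolism and sugar transport 7 and 8, then 5 and 9 of 25, abscisic acid perception 15 and 10, then 12 and 16 of 45, auxin response 17 and 14, then 12 and 18 of 55, the circadian clock 5 and 3, then 3 and 5 of 11, histones 6 and 13, then 11 and 5 of 31, and peroxidases 4 and 13, then 9 and 5 of 25. Jasmonate genes had 4 and 8, then 6 and 8 of 23, and photosystem genes 7 and 5 during recovery. Alternative oxidases, too few for camera, had 1 and 1, then 1 and 2 of 3. The counts in this paragraph were the same adjusted over the list alone. Under library totals the larger side after chilling changed for abscisic acid perception (13 and 15), auxin response (9 and 22) and the clock (3 and 5), and during recovery for ethylene signalling (5 and 2), sucrose and sugar transport (10 and 7), abscisic acid perception (18 and 13), auxin response (18 and 11) and the clock (5 and 3); jasmonate genes were even (8 and 8), and photosystem genes had 12 and 2. Among markers of other tissues, seed storage and oil body proteins had 3 higher and 2 lower of 8 after chilling, and 1 and 5 during recovery; phloem proteins had 7 and 5 of 14 (5 and 6 under library totals), then 3 and 7; and cutin and wax enzymes had 4 and 7 during recovery (4 and 6 adjusted over the list alone, 5 and 3 under library totals).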
